# Lung lymphatic endothelial cells undergo inflammatory and prothrombotic changes in a model of chronic obstructive pulmonary disease

**DOI:** 10.3389/fcell.2024.1344070

**Published:** 2024-02-19

**Authors:** Anjali Trivedi, Tyler M. Lu, Barbara Summers, Kihwan Kim, Alexander J. Rhee, Sean Houghton, Derek E. Byers, Raphaël Lis, Hasina Outtz Reed

**Keywords:** chronic obstructive pulmonary disease, cigarette smoke, lymphatic endothelial cells, lymphatic vasculature, inflammation

## Abstract

The lymphatic vasculature regulates lung homeostasis through drainage of fluid and trafficking of immune cells and plays a key role in the response to lung injury in several disease states. We have previously shown that lymphatic dysfunction occurs early in the pathogenesis of chronic obstructive pulmonary disease (COPD) caused by cigarette smoke (CS) and that this is associated with increased thrombin and fibrin clots in lung lymph. However, the direct effects of CS and thrombin on lymphatic endothelial cells (LECs) in COPD are not entirely clear. Studies of the blood vasculature have shown that COPD is associated with increased thrombin after CS exposure that causes endothelial dysfunction characterized by changes in the expression of coagulation factors and leukocyte adhesion proteins. Here, we determined whether similar changes occur in LECs. We used an *in vitro* cell culture system and treated human lung microvascular lymphatic endothelial cells with cigarette smoke extract (CSE) and/or thrombin. We found that CSE treatment led to decreased fibrinolytic activity in LECs, which was associated with increased expression of plasminogen activator inhibitor 1 (PAI-1). LECs treated with both CSE and thrombin together had a decreased expression of tissue factor pathway inhibitor (TFPI) and increased expression of adhesion molecules. RNA sequencing of lung LECs isolated from mice exposed to CS also showed upregulation of prothrombotic and inflammatory pathways at both acute and chronic exposure time points. Analysis of publicly available single-cell RNA sequencing of LECs as well as immunohistochemical staining of lung tissue from COPD patients supported these data and showed increased expression of inflammatory markers in LECs from COPD patients compared to those from controls. These studies suggest that in parallel with blood vessels, the lymphatic endothelium undergoes inflammatory changes associated with CS exposure and increased thrombin in COPD. Further research is needed to unravel the mechanisms by which these changes affect lymphatic function and drive tissue injury in COPD.

## Introduction

Chronic obstructive pulmonary disease (COPD) is a devastating and phenotypically heterogeneous disease for which there are currently no therapies that halt disease progression. COPD is most commonly caused by cigarette smoke (CS) exposure, but we do not fully understand the pathogenic mechanisms that drive the disease in these patients. The blood vasculature has been a well-studied subject of investigation in COPD (Lu et al., 2018; Polverino et al., 2018). COPD patients have a prothrombotic phenotype in the blood vasculature that is characterized by increased thrombin that overwhelms the inhibitory activity of the tissue factor pathway inhibitor (TFPI) (Cella et al., 2001; Polosa et al., 2008; Undas et al., 2011; Kyriakopoulos et al., 2021). In addition, blood vascular dysfunction in COPD is caused by a detrimental effect of CS on endothelial cells due to oxidative stress and chronic inflammation (Peinado et al., 1998; Polverino et al., 2018). In this way, the effects of increased thrombin generation and CS exposure on blood endothelial cells may both play distinct roles in vascular dysfunction in COPD. That endothelial cell dysfunction occurs early in the disease process (Peinado et al., 1998) and is associated with disease severity (Eickhoff et al., 2008; Moro et al., 2008; Minet et al., 2012) has supported a “vascular hypothesis” in the pathogenesis of COPD, where changes in the blood vasculature are thought to play an important role in disease progression (Liebow, 1959; Kasahara et al., 2000; Cella et al., 2001; Polosa et al., 2008; Undas et al., 2011; Voelkel et al., 2011; Lu et al., 2018; Polverino et al., 2018; Hisata et al., 2021; Kyriakopoulos et al., 2021).

Distinct from the blood vasculature, the lymphatic vasculature also forms a network in the lungs and plays an important, though often overlooked, role in lung function. The lymphatic vasculature maintains lung homoestasis by regulating fluid clearance, trafficking of immune cells, and coordinating the inflammatory response (Stump et al., 2017; Trivedi and Reed, 2023). Lymphatic endothelial cells (LECs) line lymphatic vessels and are involved in crosstalk with trafficking leukocytes as well as responses to lung injury. Though current evidence suggests that lymphatic dysfunction plays a role in the pathogenesis of many lung diseases, it is not known whether LEC injury occurs in COPD (Ebina, 2008; El-Chemaly et al., 2008; Stump et al., 2017). We and others have previously reported abnormal lung lymphatic function in the setting of COPD (Hardavella et al., 2012; Mori et al., 2013a; Summers et al., 2022). We found that CS exposure results in fibrin-rich clots in the lung lymphatics in both mouse models and human COPD (Summers et al., 2022). Furthermore, we also found increased thrombin in lung-draining lymph after CS exposure in these mice, suggesting that the lymphatics are exposed to a prothrombotic milieu in this setting. Thus, similarly to the blood endothelium, where CS exposure and increased thrombin affect the function of these vessels in COPD, the lung lymphatics may also be subject to thrombin and CS-mediated changes, though this has not been previously explored.

In this study, we used both *in vitro* and *in vivo* models as well as human lung tissue to investigate the changes in the lymphatic endothelium that occur in COPD. We found that CS exposure decreased the fibrinolytic activity of LECs, which was associated with increased plaminogen activator inhibitor 1 (PAI-1). Thrombin exposure to LECs *in vitro* led to increased expression of inflammatory markers such as intracellular adhesion molecule 1 (ICAM-1) and vascular adhesion molecule 1 (VCAM-1) while decreasing the expression of TFPI. In an *in vivo* mouse model of COPD, RNA sequencing of LECs isolated from mice exposed to CS also showed increased pathways of inflammation and increased expression of leukocyte adhesion molecules. Immunohistochemistry of human tissue showed similar results, with increased expression of inflammatory markers in lymphatics in COPD patients, compared to controls. These results suggest that in parallel with the blood vasculature, CS- and thrombin-mediated changes in the lymphatic endothelium may be a previously unrecognized aspect of COPD pathogenesis.

## Results

### CSE decreases LEC fibrinolytic activity *in vitro*

In normal settings, the lymphatic vasculature is inherently antithrombotic due to the high level of fibrinolytic activity in the LECs and the relatively low levels of prothrombotic factors in lymph (Lippi et al., 2012). Lymphatic thrombosis is, therefore, a rare event and implies that there has been a shift in the balance of prothrombotic factors and fibrinolytic activity. We determined whether cigarette smoke extract (CSE) alters the fibrinolytic activity of LECs using an *in vitro* culture system with human lung microvascular endothelial cells to determine the effects of cigarette smoke extract on LECs. Staining for the human lymphatic markers PROX1 and podoplanin verified that these cells maintained their lymphatic identity in culture (Figure 1A). We performed fibrin zymography as previously described (Kim et al., 1998; Choi and Kim, 2000) using supernatants from LECs treated with the CSE compared to those from controls. We found that supernatants from control LECs demonstrated robust fibrinolytic activity, as expected, as demonstrated by the bands on the zymogram gel formed by protease activity (Figure 1B). However, supernatants from CSE-treated LECs showed decreased protease activity in the zymogram (Figure 1B). The fibrinolytic state of LECs is driven, in part, by relatively low levels of plasminogen activator inhibitor-1 (PAI-1), which inhibits the activity of plasminogen activators tPA and uPA to create a prothrombotic state (Lippi et al., 2012; Sillen and Declerck, 2020). We found increased expression of PAI-1 in LECs treated with CSE compared to those of the controls by both Western blot and quantitative PCR (Figures 1C, D). CSE treatment also led to a small but not statistically significant decrease in the expression of the fibrinolytic protease tPA (Figure 1E), but it did not alter the expression of other endothelial homeostatic factors such as endothelial protein C receptor (EPCR) or thrombomodulin (THBD) (Supplemental Figure S1). We then determined whether the increase in expression of PAI-1 in LECs after CSE exposure is due to oxidative stress. We found that treatment of LECs with the antioxidant *N*-acetylcysteine partially inhibited the upregulation of PAI-1 after CSE exposure (Figure 1F), suggesting that oxidative stress is indeed a cause of decreased fibrinolytic activity in LECs.

**FIGURE 1:**
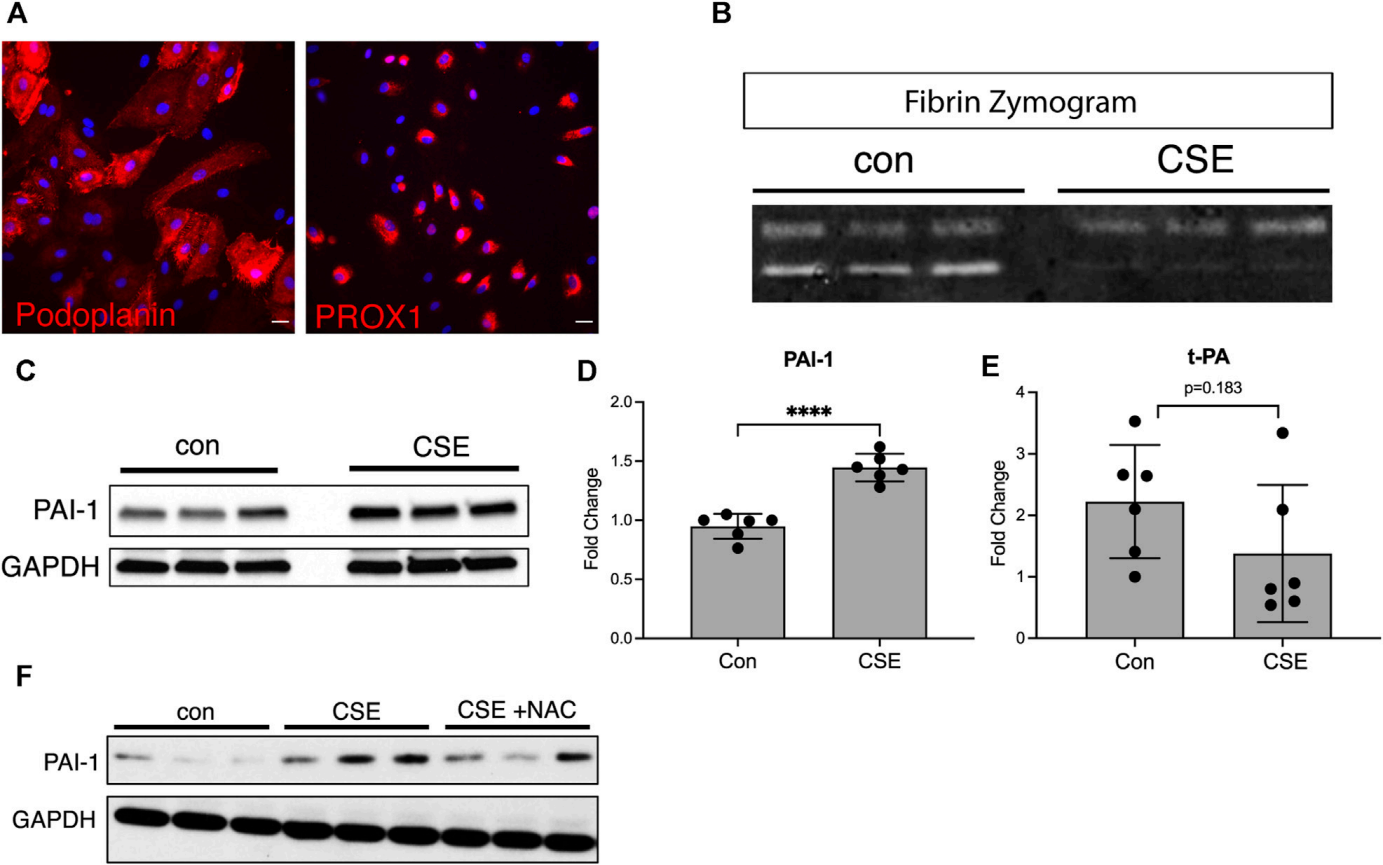
CSE decreases the fibrinolytic activity of LECs *in vitro.* **(A)** Immunocytochemical staining of cultured human microvascular lymphatic endothelial cells (LECs) for the human lymphatic markers, PROX1 and podoplanin (red). **(B)** Fibrin gel zymogram using supernatants from control or CSE-treated LECs. **(C)** Western blot for PAI-1 using cell lysates from control or CSE-treated LECs. GAPDH was used as a loading control on the same blot. **(D,E)** Expression of PAI-1 and t-PA by quantitative PCR using lysates from control or CSE-treated LECs and normalized to GAPDH. **(F)** Western blot using lysates from cells treated with CSE with and without co-incubation with *N*-acetylcysteine (NAC). GAPDH was used as a loading control on the same blot. Values are expressed as means ± SD. *p*-value calculated by Student’s t-test, **** *p* < 0.0001, ns = not significant. Data representative of two independent experiments performed in triplicate.

### Thrombin leads to an inflammatory phenotype of LECs *in vitro*

Our previous work has shown that CS exposure results in increased thrombin in lymph draining in the lung lymphatics, which may be due to the overall increase in systemic thrombin that is seen with CS exposure in COPD (Jankowski et al., 2011; Undas et al., 2011). Given the effects of thrombin on endothelial cell function (Rabiet et al., 1994; Rabiet et al., 1996; O'Brien et al., 2000; Minami et al., 2004), we hypothesized that the lung lymphatics may be affected not only by CS itself but also by the increased presence of thrombin that LECs are exposed to after CS exposure. We treated LECs with CSE and thrombin and assessed the expression of thrombotic markers and leukocyte adhesion molecules. We found that CSE alone led to an increased expression of the tissue factor pathway inhibitor (TFPI) and the thrombin receptor protease activated receptor-1 (PAR-1) (Figures 2A–C). While CSE increased the expression of TFPI, LECs exposed to thrombin at decreased expression of TFPI (Figures 2A, B). In addition, LECs treated with thrombin had an increased expression of VCAM-1 and ICAM-1 compared to those treated with CSE alone (Figures 2A, D, and E).

**FIGURE 2:**
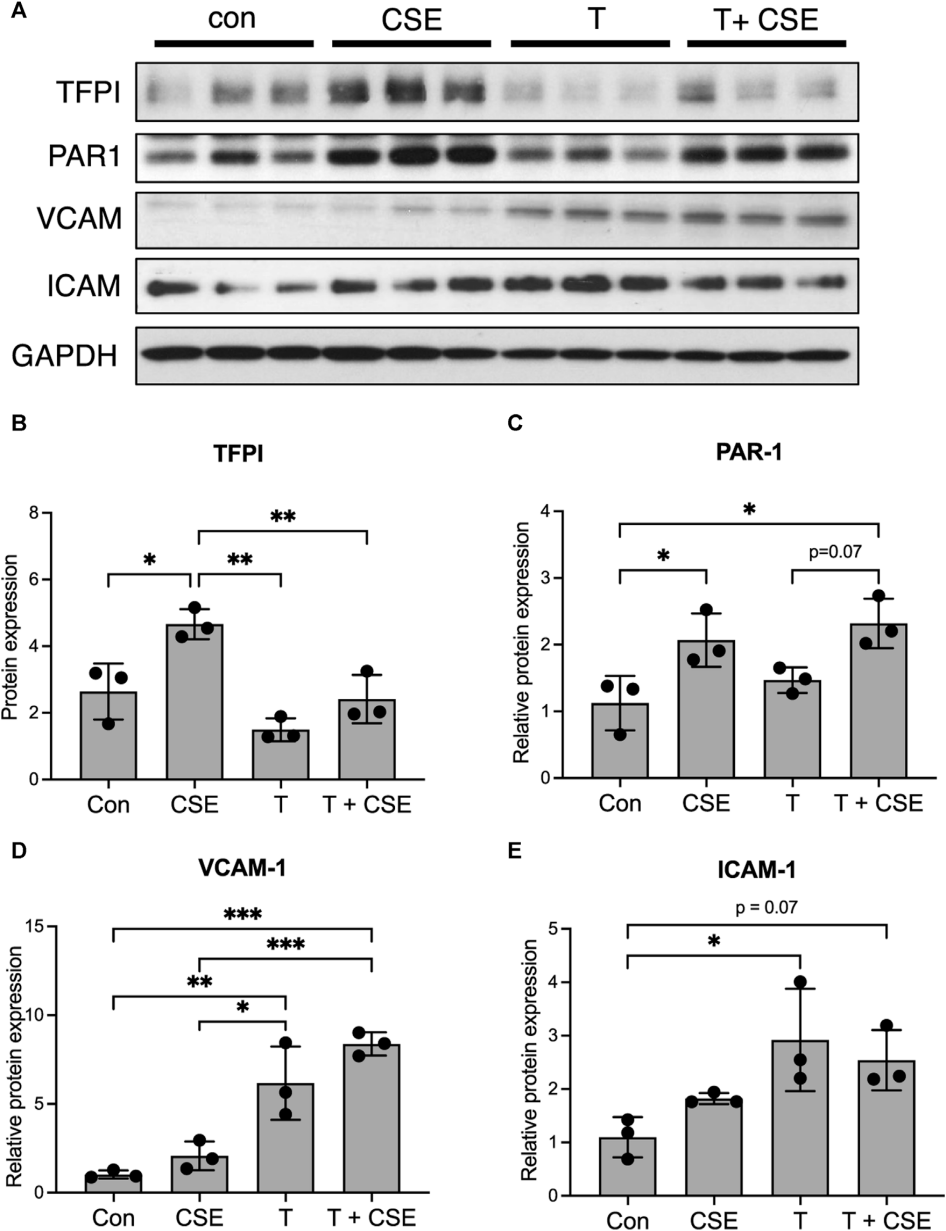
Thrombin leads to an inflammatory phenotype in LECs *in vitro.* **(A)** Western blot for TFPI, PAR-1, VCAM, and ICAM in lysates from LECs grown in culture and treated with CSE overnight and/or thrombin for 10 min. GAPDH was probed on the same membrane as a loading control. **(B–E)** Relative densitometric graphs of Western blots for TFPI, PAR-1, VCAM, and ICAM. All values are expressed as means ± SD. *p*-value calculated by ANOVA. *p < 0.05, **p < 0.01, and ***p < 0.001. Scale bars = 25 μm. Data are representative of two independent experiments performed in triplicate.

### RNA sequencing reveals upregulated leukocyte adhesion molecules and inflammatory markers in lung LECs from CS-exposed mice

We next determined whether the changes we have observed *in vitro* are also present in LECs in mice after CS exposure. To determine the short- and long-term effects of CS on the lymphatic endothelium *in vivo*, we used a novel technique of lung LEC isolation for downstream analysis. Lymphatic reporter mice, in which all LECs are labeled by GFP (*Prox1-EGFP*) (Choi et al., 2011), were exposed to CS using a whole-body system for acute (8 weeks) or chronic (24 weeks or more) time points, and their LECs were compared to lung LECs from age-matched control mice. Immediately prior to sacrifice, the mice were injected with fluorescently labeled isolectin for intravital labeling of all endothelial cells, and single-cell suspensions from lung homogenates were stained for FACS with negative selection for the epithelial marker EpCAM and a hematopoietic lineage marker cocktail, as well as positive selection for GFP and CD31 (Figure 3A). This technique led to a pure population of LECs that was roughly 0.2% of total lung cells, which is in line with previous single-cell data sets (Schupp et al., 2021).

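RNA of the sorted cells was sequenced in 12 libraries, and expression is given here in CPM, the authors' gene counts scaled by library size and edgeR's TMM factors. Libraries are named by exposure, by cigarette smoke (CS) or room air (RA), and by the sex and number in their labels. The transcription factor gene Prox1 (ENSMUSG00000010175), whose regulatory sequence drives GFP in these mice, lies on chromosome 1 of GRCm38 from 190118035 to 190170714. It was counted at 2358 ± 168 CPM (SD, n = 2 libraries) in acute RA, 1967 ± 138 CPM (SD, n = 3) in chronic RA and 2048 ± 241 CPM (SD, n = 5) in chronic CS. In acute CS it was counted at 1152 ± 156 CPM (SD, n = 2). This was a log2 fold change of -1.03 from acute RA (standard error 0.16, adjusted p = 0.00797 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Flt4, the VEGF receptor gene of lymphatic endothelium, was counted at 2947 ± 327 CPM (SD, n = 2) in acute RA and 1374 ± 303 CPM (SD, n = 2) in acute CS, a log2 fold change of -1.10 (edgeR's adjusted p = 0.0204). Of 8 genes listed as lymphatic endothelial markers, 7 lay above 100 CPM on average in room air. The remaining gene, Ccl21a, was at or below 1.06 CPM in every library, and its level is uncertain because near-identical copies can take up its reads. Across the 8 markers the median log2 fold change was -0.92 after acute CS, with 7 lower, and -0.19 after chronic CS, with 5 lower. Without acute CS F the acute median was -0.53.

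Markers of cells that the sort was set to leave out were also counted. Epcam lay between 0.403 and 1.51 CPM in the 5 RA libraries, at 16.1 CPM in acute CS F and at 2.30 CPM in acute CS M. Ptprc, which encodes the pan-leukocyte antigen CD45, lay between 12.4 and 20.2 CPM in the RA libraries, at 285 CPM in acute CS F and at 154.1 CPM in acute CS M. Chil3, a marker of alveolar macrophages, was counted at 1334 ± 28.8 CPM (SD, n = 2) in acute CS and 58.9 ± 39.2 CPM (SD, n = 2) in acute RA, with edgeR's adjusted p = 0.0628. Sftpc, which encodes a surfactant protein of alveolar epithelium, reached 4139 CPM in acute CS F against 128 CPM in acute CS M and 493 and 686 CPM in acute RA, and lay at 632 to 3015 CPM in the chronic CS libraries against 165 to 296 CPM in chronic RA. Marker lists of 7 other cell types and of lymphatic endothelium were tested with limma's camera, with 16 tests adjusted together. After acute CS the median log2 fold change was 3.94 for alveolar macrophages (10 of 11 genes higher), 3.54 for leukocytes (8 of 8), 3.51 for lymphoid cells (10 of 10), 3.02 for blood endothelium (12 of 12) and 2.30 for mesenchyme (11 of 11). Their adjusted p-values from camera lay between 3.73e-10 and 3.29e-06, and that of the lymphatic list was 1.31e-05. Without acute CS F, the blood endothelium median was 1.93. The lists of alveolar epithelium and erythroid cells did not pass after acute CS (camera's adjusted p = 0.407 and 0.811), and the 2 acute CS libraries lay on opposite sides of acute RA. The epithelial list differed from the RA mean by 3.14 in F and -1.61 in M on the log2 scale, and the erythroid list by -2.18 in F and 3.66 in M. After chronic CS the medians were 2.46 for alveolar epithelium, 1.83 for alveolar macrophages, 1.59 for mesenchyme, 0.94 for blood endothelium and 0.82 for leukocytes, with camera's adjusted p between 1.23e-11 and 0.00115. Single libraries moved some of these, with a blood endothelium median of 0.59 without chronic CS M2 and an alveolar macrophage median of 1.20 without chronic CS M3. The erythroid list had a median of -1.44 (camera's adjusted p = 0.0137), which did not pass without chronic CS M3 (0.0895) or M4 (0.0571). The lymphoid and lymphatic lists did not pass after chronic CS (camera's adjusted p = 0.811 and 0.486). With limma's fry in place of camera, every call after acute CS held, and after chronic CS only that of mesenchyme held (adjusted p = 6.55e-05). With the correlation between genes estimated from the libraries, the calls that held were those of lymphoid cells and mesenchyme after acute CS (adjusted p = 0.00644 for each) and mesenchyme after chronic CS (adjusted p = 0.00526).

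**Figure D1:**
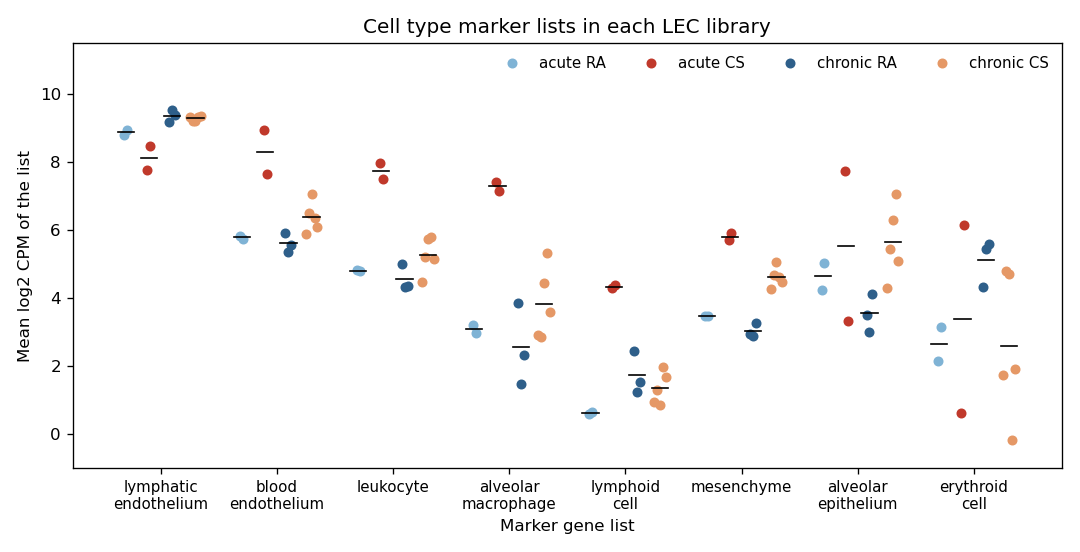
Mean log2 CPM (vertical axis) of each cell type's marker list (horizontal axis) in each of the 12 LEC libraries. Each point is 1 library, coloured by group, and each black line is a group mean; the lymphatic list lies at 7.76 and 8.47 in acute CS against 8.80 and 8.95 in acute RA, while the leukocyte list lies at 7.97 and 7.51 against 4.83 and 4.79.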

**FIGURE 3:**
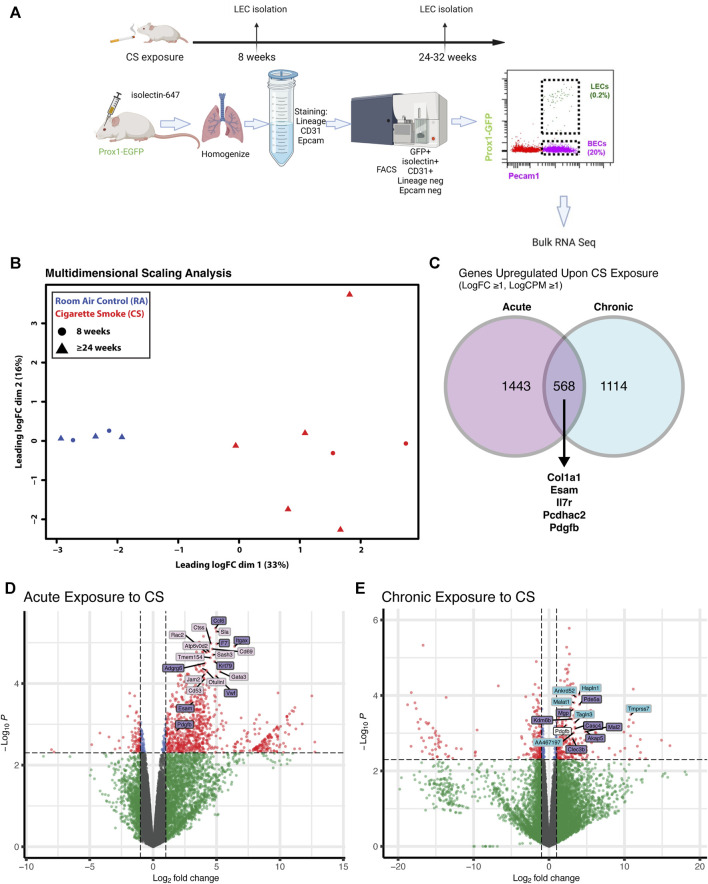
Transcriptional profiling of isolated lung LECs from mice after acute and chronic CS exposure. **(A)** Experimental design isolation of lung LECs from *PROX1-EGFP* lymphatic reporter mice at time points after CS exposure starting at 6 weeks of age. **(B)** Multidimensional scaling analysis of FACS isolated LECs after acute (8 weeks) and chronic (≥24 weeks) exposure to CS *in vivo,* highlighting the significant effect of smoke on global transcriptomic profiles. **(C)** Venn diagram of genes significantly upregulated (LogFC ≥1, LogCPM ≥1) in LECs after acute and chronic exposure to CS showing examples of commonly upregulated genes. **(D)** Volcano plot highlighting significantly differentially expressed genes in LECs after acute exposure to CS, highlighting unique and commonly upregulated genes. **(E)** Volcano plot highlighting significantly differentially expressed genes in LECs after chronic exposure to CS, highlighting unique and commonly upregulated genes.

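The data consisted of 12 RNA-seq libraries of lung LECs sorted from Prox1-EGFP mice, made with a SMART-Seq kit that amplifies full-length cDNA from small amounts of RNA. There were 2 libraries from mice exposed to CS for 8 weeks (acute CS), 2 from their room air controls (acute RA), 5 from mice exposed for 24 weeks or more (chronic CS) and 3 from their controls (chronic RA). The sample labels give 8 weeks as an age and call the chronic mice aged, whereas the paper gives these times as exposures, which are used here. Cells of 2 to 5 mice were pooled for each acute library and chronic samples were not pooled, so pooling cannot be separated from the length of exposure. The authors trimmed adapters with Skewer, filtered reads with Minion within the DEE2 workflow, aligned them to GRCm38 with STAR and counted them per gene. The deposited values are these whole-number counts per Ensembl gene identifier, without normalization. GENCODE M21 holds 52489 of the identifiers, and 147 were not found in it. Total counts were 56998590 in acute RA F, 51868956 in acute RA M, 51447026 in acute CS F and 45237229 in acute CS M. In chronic RA they ranged from 32858543 to 36499108 with a median of 35556959. In chronic CS they were 18821438 in F, 21596654 in M1, 22885446 in M2, 47494020 in M3 and 45436986 in M4, so that F, M1 and M2 were the shallowest libraries of the study. A count of 3, taken as the floor of detection, was worth 0.0507 CPM in the deepest library and 0.158 CPM in the shallowest. These reads carry no molecular identifiers, so the floor covers counting error only. No pair of libraries was a duplicate: the smallest median chi-square per gene between libraries of a group was 6.38, where 0.455 would be sampling noise alone. The paper's text does not name the test used for single genes in these data, beyond a general statement on tests of group means. The counts were analysed here with edgeR's quasi-likelihood F-test after TMM normalization, with all 4 groups in a single fit so that they share an estimate of the spread. The filter on low counts left 21440 genes. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. With 2 libraries against 2, no exact permutation test of a single gene can give a two-sided p below 0.333, and with 5 against 3 the smallest is 0.0357.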

We analyzed LECs after acute and chronic CS exposure using RNA sequencing and compared it to lung LECs from age-matched controls. We found significant alterations in the transcriptome of LECs after both acute and chronic CS exposure (Figures 3B–E). 

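In a multidimensional scaling of the 12 libraries, the first dimension held 21.9% of the variance and the second 15.8%. Along the first principal component of log2 CPM the acute CS libraries lay highest, at 165 for F and 107 for M, followed by chronic CS M3 at 57.3, while the remaining libraries lay between -83.2 and 10.6. Acute CS changed 745 of 21440 genes against acute RA, of which 590 were higher and 155 lower. A further measure, the number of genes with an unadjusted p under 0.05, was 3369, where 1072 would be expected by chance. For chronic CS against chronic RA, 0 genes passed at the adjusted level and the smallest adjusted p from edgeR was 0.145. At an unadjusted p under 0.05 there were 2341 genes. All 5 chronic CS libraries lay on one side of all 3 chronic RA libraries for 9.41% of genes, where chance gives 3.57%. The corresponding share after acute CS was 50.1%, where chance gives 33.3%. These counts moved in both directions with the settings. With only the acute groups in the fit 139 genes were called after acute CS, and with DESeq2 in place of edgeR 1926 genes were called after acute CS and 524 after chronic CS. At the lines drawn in Fig. 3D and 3E (unadjusted p under 0.005 and an absolute log2 fold change of at least 1), there were 878 genes after acute CS and 166 after chronic CS. Chronic CS libraries fall into sets of lower (F, M1 and M2) and higher depth (M3 and M4). With only the former compared to chronic RA, 1 gene was called, and with only the latter 16 genes.

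The genes with the smallest p among those higher after acute CS were Clec14a, Stmn2, Hpgd, Mcam and Coro1a. Clec14a (ENSMUSG00000045930, chromosome 12 of GRCm38, 58264720 to 58269290), an endothelial C-type lectin gene, rose from 153.6 ± 20.5 CPM (SD, n = 2) to 1139 ± 355 CPM (SD, n = 2). Its log2 fold change was 2.89 (standard error 0.27, edgeR's adjusted p = 0.00166). Coro1a, a leukocyte gene, rose from 18.3 ± 4.08 to 288 ± 49.8 CPM (SD, n = 2 each), a log2 fold change of 3.98 (standard error 0.38). Among genes lower after acute CS, the smallest p-values belonged to Gm10382, Dennd2a, Myo7a, Egr1 and Stab2. Egr1 (chromosome 18, 34859823 to 34864984) fell from 3018 ± 517 to 1145 ± 281 CPM (SD, n = 2 each), a log2 fold change of -1.40 (standard error 0.19, edgeR's adjusted p = 0.00459), and its call was lost when only the acute groups were fitted (0.0963). All 17 genes labelled in Fig. 3D and analysed here were higher after acute CS, with a median log2 fold change of 4.68, and 13 of them passed at the adjusted level. The paper picked the genes labelled in Fig. 3D and 3E from these same libraries, so their directions and p-values are not independent evidence. Of 13 genes labelled in Fig. 3E, 9 were higher and 4 lower after chronic CS, with a median of 0.88. At the adjusted level 0 of them passed, and 6 had an unadjusted p under 0.05. Akap5 had the largest change of these, from 0.378 ± 0.324 CPM (SD, n = 3) to 11.4 ± 3.19 CPM (SD, n = 5), a log2 fold change of 4.92 (standard error 0.79, edgeR's adjusted p = 0.145). All 5 chronic CS libraries were above all 3 chronic RA libraries for Akap5 (exact permutation test, two-sided p = 0.0357).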

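The room air controls of the time points were compared in the same fit, as 3 chronic RA libraries against 2 acute RA libraries. Of 21440 genes, 0 passed at an adjusted p under 0.05, and 1504 had an unadjusted p under 0.05, where 1072 would be expected by chance. The smallest adjusted p from edgeR was 0.0693, for Trim12a, a gene singled out here after its value was seen. At the lines of Fig. 3D and 3E there were 110 genes, of which 83 were higher in chronic RA. Groups lay apart without overlap for 34.7% of genes, where chance gives 20%. Other settings gave more calls: 42 genes when only the 5 RA libraries were fitted, 253 with DESeq2 and 6 without a filter on low counts. Distances between libraries were measured as the root mean square difference in log2 CPM over the genes tested. Between acute RA and chronic RA libraries this distance ranged from 1.21 to 1.31 over 6 pairs. It ranged from 1.47 to 1.77 between acute RA and acute CS over 4 pairs, and from 1.18 to 1.82 between chronic RA and chronic CS over 15 pairs. The distance within chronic CS itself reached 1.89, with a median of 1.59 over 10 pairs, above the median of 1.38 between chronic RA and chronic CS. The numbers of libraries differ between these comparisons, and whether the effect of CS exceeds that of age was not tested as a difference.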

Interestingly, we did not observe many transcriptional changes in control room air LECs isolated at 8 weeks compared to those isolated at greater than 24 weeks (Figure 3B), suggesting that CS confers more changes in LECs than age alone. In addition, while there were many transcriptional changes that were unique to acute and chronic CS exposure, there were also many genes that were altered at both time points (Figures 3C–E). 

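At an adjusted p under 0.05 in both comparisons, 0 genes were shared, because 0 genes passed after chronic CS. At the lines drawn in the volcano plots, 56 genes passed at both time points in the same direction and 4 in opposite directions. By the limits that the legend of Fig. 3C gives, a log2 fold change of at least 1 and a mean log2 CPM of at least 1, 1817 genes were upregulated after acute CS and 815 after chronic CS. Of these, 625 were upregulated at both time points, 1192 only after acute CS and 190 only after chronic CS. If both sets were independent draws from the 13096 genes with a mean log2 CPM of at least 1, an overlap of 113 would be expected. Such draws treat all genes alike, whereas genes with a large spread reach a log2 fold change of 1 more easily in both comparisons. The excess over 113 therefore does not measure a shared effect of CS. The acute and chronic comparisons have separate controls, so the overlap does not come from shared RA libraries. Without acute CS F the overlap was 416 genes. Genes with an unadjusted p of at least 0.05 made up 564 of the acute set and 363 of the chronic set. Of the 590 genes called higher after acute CS, 469 also had a positive log2 fold change after chronic CS, 195 of them with an unadjusted p under 0.05, and their median chronic log2 fold change was 0.47. Across all genes tested, the acute and chronic log2 fold changes had a Pearson r of 0.217 and a Spearman rho of 0.169. Genes are not independent replicates, so no p is given. Col1a1 (ENSMUSG00000001506, chromosome 11 of GRCm38, 94936224 to 94953042), an example of a shared gene in Fig. 3C, encodes a chain of type I collagen. It rose from 12.4 ± 6.77 to 58.3 ± 10.2 CPM (SD, n = 2 each) after acute CS, a log2 fold change of 2.23 (standard error 0.46, edgeR's adjusted p = 0.0237). This call was lost when only the acute groups were fitted (0.110) and with libraries of the same sex and number as blocks (0.116). The chronic rise was from 5.21 ± 2.14 (SD, n = 3) to 17.99 ± 4.31 CPM (SD, n = 5), a log2 fold change of 1.79 (standard error 0.35, edgeR's adjusted p = 0.201). With DESeq2 the chronic adjusted p was 4.14e-05. Every CS library lay above every RA library of its time point for this gene (exact permutation test, two-sided p = 0.333 and 0.0357, the smallest that each design allows). The paper picked Col1a1 from these same libraries, so this separation is not independent evidence. For the 17 genes labelled in Fig. 3D, the median log2 fold change after chronic CS was 1.02, with 7 at an unadjusted p under 0.05.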

Notably, pathways associated with cell adhesion and leukocyte migration as well as those that are predicted to play a role in inflammation and immune cell recruitment were upregulated in CS-exposed LECs at both acute and chronic exposure time points (Figures 4A, B). In addition, we observed the upregulation of pathways associated with interactions with the extracellular matrix, particularly after chronic CS exposure (Figures 4A, B). 

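The paper's term lists from g:profiler were not used here, and hand-written lists for the same themes were tested with camera at a preset correlation between genes of 0.01, with 6 tests adjusted together. The leukocyte adhesion and migration list had 42 genes tested. After acute CS its median log2 fold change was 2.13, 32 genes were higher and 9 lower, and camera's adjusted p was 1.98e-10. There were 19 genes past an adjusted p under 0.05 over all genes and 27 when adjusted over the list alone. The list's mean log2 CPM was 6.32 ± 0.16 (SD, n = 2) in acute CS and 4.49 ± 0.12 (SD, n = 2) in acute RA. After chronic CS the median was 0.32, with 25 higher and 17 lower, and camera's adjusted p was 0.107. At the adjusted level 0 of its genes passed over all genes, with 15 at an unadjusted p under 0.05, and 7 passed when adjusted over the list alone. The list's mean log2 CPM after chronic CS, 4.94 ± 0.27 (SD, n = 5), overlapped that of chronic RA, 4.75 ± 0.32 (SD, n = 3). The chemokine and inflammation list had 49 genes tested. After acute CS its median was 1.26, with 38 higher and 10 lower, and camera's adjusted p was 2.26e-07. There were 8 genes past the adjusted level over all genes and 26 when adjusted over the list alone. After chronic CS the median was 0.13, with 27 higher and 22 lower, and camera's adjusted p was 0.303. There were 0 genes past the adjusted level, 17 at an unadjusted p under 0.05 and 10 when adjusted over the list alone. The study itself named 7 genes of the adhesion list and 4 of the inflammation list from these libraries, so counts adjusted over the list alone are not independent evidence. Without the genes the paper names, the adhesion list's acute median was 0.99 (camera's adjusted p = 3.13e-06) and its chronic median 0.19 (camera's adjusted p = 0.483). Without acute CS F the acute medians were 0.96 for adhesion and 0.69 for chemokines, although the adhesion list's mean log2 CPM was similar in both acute CS libraries, at 6.44 in F and 6.21 in M. The chronic adhesion list passed in some settings, with a median of 0.45 when only the chronic groups were fitted (camera's adjusted p = 0.0367), 0.48 without chronic CS F (0.0296) and 0.19 for a Reactome pathway in place of the list (0.0453). Without chronic CS M2 it was 0.15, and the chronic chemokine median without chronic CS M3 was 0.078. With fry in place of camera, the acute calls of both lists held (adjusted p = 8.05e-05 and 0.00183). With an estimated correlation the acute adhesion call held (adjusted p = 0.0164) and the chemokine call did not (0.0539). After acute CS the marker lists of leukocytes and alveolar macrophages rose by medians of 3.54 and 3.94. The median of the lymphatic list was -0.92. RNA of other cells may thus contribute to the acute rise of both pathway lists, and its share was not tested.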

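A list of 60 extracellular matrix genes was tested in the same way. After chronic CS its median log2 fold change was 0.23, with 34 genes higher and 26 lower, and camera's adjusted p was 0.00266. Its mean log2 CPM was 5.22 ± 0.11 (SD, n = 5) in chronic CS and 4.73 ± 0.36 (SD, n = 3) in chronic RA, and all chronic CS libraries lay above all chronic RA libraries (exact permutation test, two-sided p = 0.0357). At an adjusted p under 0.05 over all genes 0 of the 60 passed, 24 had an unadjusted p under 0.05, and 14 passed when adjusted over the list alone, 11 of them higher. After acute CS the median was 0.79, with 39 higher and 21 lower, and camera's adjusted p was 0.00676. There were 13 genes past the adjusted level over all genes and 25 when adjusted over the list alone. The list's mean was 5.94 ± 0.20 (SD, n = 2) in acute CS and 5.03 ± 0.24 (SD, n = 2) in acute RA. The difference between the acute and chronic effects on the list was not tested. The chronic call did not pass when chronic CS was limited to F, M1 and M2 (median 0.16, camera's adjusted p = 0.0662), with a Reactome pathway in place of the list (median 0.055, 0.189), with fry (0.0584) or with an estimated correlation (0.189). The acute call held with fry (0.0198) and not with an estimated correlation (0.198). Of the list's genes, 4 are also in the mesenchyme marker list, whose median log2 fold change was 1.59 after chronic CS. Without chronic CS M3 the chronic median was 0.13. Mgp (ENSMUSG00000030218, chromosome 6 of GRCm38, 136872435 to 136875823), which encodes a matrix protein and is labelled in Fig. 3E, rose from 10.96 ± 1.69 (SD, n = 3) to 39.2 ± 18.9 CPM (SD, n = 5) after chronic CS. Its log2 fold change was 1.84 (standard error 0.46, edgeR's adjusted p = 0.261). Mgp was above every chronic RA library in all 5 chronic CS libraries (exact permutation test, two-sided p = 0.0357), and with DESeq2 its adjusted p was 0.00183.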

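Expression of 4 leukocyte adhesion genes was measured in each library. Vcam1 (ENSMUSG00000027962) lies on chromosome 3 of GRCm38 from 116109949 to 116129688 and encodes an adhesion receptor for leukocyte integrins. It was counted at 15.01 ± 4.34 CPM (SD, n = 2) in acute RA and 233 ± 117 CPM (SD, n = 2) in acute CS. The log2 fold change was 3.95 (standard error 0.67, edgeR's adjusted p = 0.0106). In chronic RA Vcam1 was counted at 12.3 ± 5.54 CPM (SD, n = 3) and in chronic CS at 21.1 ± 8.83 CPM (SD, n = 5), a log2 fold change of 0.78 (standard error 0.45, edgeR's adjusted p = 0.546). Chronic CS F, at 6.67 CPM, lay below all 3 chronic RA libraries, and the other 4 chronic CS libraries lay above them. The acute call was lost when only the acute groups were fitted (adjusted p = 0.0585) and with libraries of the same sex and number as blocks (0.0733). Icam1 (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817), the gene of a second integrin ligand, rose from 61.7 ± 4.803 to 304 ± 72.9 CPM (SD, n = 2 each) after acute CS. This was a log2 fold change of 2.30 (standard error 0.27, edgeR's adjusted p = 0.00364). Chronic CS left it at 110 ± 27.3 CPM (SD, n = 5) against 108 ± 5.24 CPM (SD, n = 3), and the log2 fold change of 0.035 was smaller than its standard error of 0.19. It changed sign to -0.21 with chronic CS F, M1 and M2 only. Esam (ENSMUSG00000001946, chromosome 9, 37528078 to 37538319) encodes an adhesion molecule of endothelial junctions. It rose from 66.7 ± 11.9 to 596 ± 207 CPM (SD, n = 2 each) after acute CS, a log2 fold change of 3.16 (standard error 0.47, edgeR's adjusted p = 0.00670). After chronic CS it rose from 53.3 ± 6.31 CPM (SD, n = 3) to 111 ± 51.4 CPM (SD, n = 5), a log2 fold change of 1.06 (standard error 0.33, edgeR's adjusted p = 0.330). All 5 chronic CS libraries lay above all 3 chronic RA libraries (exact permutation test, two-sided p = 0.0357), and with DESeq2 the adjusted p was 0.0293. Sele (ENSMUSG00000026582, chromosome 1, 164048234 to 164057677), the gene of E-selectin, was low in every group. It was counted at 1.67 ± 0.511 CPM (SD, n = 2) in acute RA and 13.7 ± 9.46 CPM (SD, n = 2) in acute CS, a log2 fold change of 3.03 (standard error 1.35, edgeR's adjusted p = 0.303). In chronic CS it was at 2.06 ± 2.28 CPM (SD, n = 5) against 1.19 ± 0.170 CPM (SD, n = 3) in chronic RA, a difference smaller than the spread between the CS libraries, and without chronic CS M2 the log2 fold change was -0.064. Sele passed the threshold at neither time point in any setting tried. In the same acute CS libraries, the blood endothelium marker list rose by a median log2 fold change of 3.02.

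**Figure D2:**
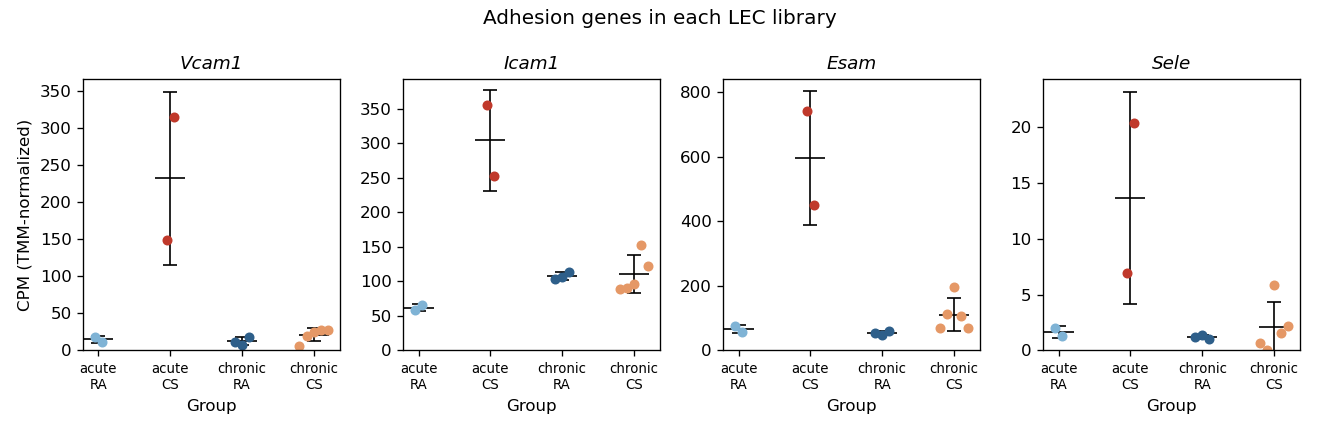
CPM (vertical axes, from 0) of Vcam1, Icam1, Esam and Sele in the 4 groups (horizontal axes). Each point is 1 library, bars are group means and error bars are SD, drawn only above 0; for Vcam1 the acute CS libraries lie at 150 and 315 CPM and every other library at or below 28.3 CPM.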

Key genes crucial for leukocyte migration and adhesion, including *Vcam1*, *Icam1*, endothelial cell-specific adhesion molecule (*Esam*), and endothelial selectin (*Sele*), were also significantly upregulated in LECs from CS-exposed mice compared to control LECs (Figure 4C). Additionally, we observed CS-induced upregulation of chemokines and markers of inflammation, including platelet-derived growth factor B (*Pdgfb*), matrix metalloproteinase 16 (*Mmp16*), and interleukin receptor-17 (*IL-17r*), in CS-exposed LECs compared to control LECs (Figure 4C). 

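Pdgfb (ENSMUSG00000000489, chromosome 15 of GRCm38, 79995874 to 80014977) was counted at 13.5 ± 0.497 CPM (SD, n = 2) in acute RA and 49.4 ± 14.7 CPM (SD, n = 2) in acute CS. Its log2 fold change was 1.87 (standard error 0.42, edgeR's adjusted p = 0.0322). The call was lost with sex as a covariate (0.0512), when only the acute groups were fitted (0.0793) and without any one of the chronic RA libraries (0.0553 to 0.0569). It was also lost with libraries of the same sex and number as blocks. After chronic CS Pdgfb rose from 17.2 ± 1.01 CPM (SD, n = 3) to 35.2 ± 14.4 CPM (SD, n = 5), a log2 fold change of 1.03 (standard error 0.31, edgeR's adjusted p = 0.323). All 5 chronic CS libraries lay above all 3 chronic RA libraries (exact permutation test, two-sided p = 0.0357), and with DESeq2 the adjusted p was 0.0318. Mmp16 (ENSMUSG00000028226, chromosome 4, 17852893 to 18119145) was low. It was counted at 1.26 ± 0.757 CPM (SD, n = 2) in acute RA and 11.2 ± 7.48 CPM (SD, n = 2) in acute CS, a log2 fold change of 3.15 (standard error 1.83, edgeR's adjusted p = 0.469). In chronic CS it was at 0.917 ± 1.12 CPM (SD, n = 5), with 0 counts in M2 and M4, against 0.721 ± 0.251 CPM (SD, n = 3) in chronic RA. It passed the threshold in no setting tried. For the interleukin-17 receptor the paper's text gives no subunit, and the genes Il17ra, Il17rb, Il17rc, Il17rd and Il17re were examined. None of them passed at an adjusted p under 0.05 at either time point, with edgeR's adjusted p between 0.151 and 0.814 after acute CS. An unadjusted p under 0.05 was reached by 2 of them after acute CS (Il17rb and Il17rd) and by 1 after chronic CS (Il17rc, which was lower). Il17ra, the common subunit, was at 125 ± 68.1 CPM in acute CS and 101 ± 6.00 CPM in acute RA (SD, n = 2 each), a log2 fold change of 0.31 (standard error 0.37), and without acute CS F it was -0.39. Il17rd had a log2 fold change of 1.78 after acute CS (standard error 0.59), and DESeq2 gave it an adjusted p of 0.0325. Without acute CS F the log2 fold change of Il17rd was 0.97. Il17rb was at or under the floor of detection in acute RA and at least 31.3-fold higher in acute CS, at 1.68 ± 0.566 CPM (SD, n = 2). The receptor gene drawn in Fig. 4C is Il7r (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176), which encodes the interleukin-7 receptor. It rose from 3.16 ± 2.65 to 19.4 ± 1.37 CPM (SD, n = 2 each) after acute CS, a log2 fold change of 2.61 (standard error 0.98, edgeR's adjusted p = 0.212). After chronic CS it rose from 2.57 ± 2.13 CPM (SD, n = 3) to 13.2 ± 9.07 CPM (SD, n = 5), a log2 fold change of 2.36 (standard error 0.75, edgeR's adjusted p = 0.333). With DESeq2 its adjusted p was 0.0424 after acute CS and 0.0204 after chronic CS. Of the other genes drawn in Fig. 4C, Itga2 had an acute log2 fold change of 3.86 (standard error 0.75, edgeR's adjusted p = 0.0194). This call was lost when only the acute groups were fitted (0.0840) and with libraries of the same sex and number as blocks (0.143). The chronic log2 fold change of Itga2 was 0.52 (standard error 0.51, edgeR's adjusted p = 0.738). It ranged from 0.24 without chronic RA M1 to 1.07 without chronic RA F. Pcdhac2 had an acute log2 fold change of 4.30 (standard error 1.499, edgeR's adjusted p = 0.175) and a chronic one of 1.85 (standard error 1.04, edgeR's adjusted p = 0.536). The latter ranged from 1.04 without chronic CS M2 to 2.16 without chronic CS F. In the same acute CS libraries, marker lists rose by a median of 3.02 for blood endothelium and 3.51 for lymphoid cells.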

Interestingly, we observed a decreased expression of *Tfpi* in LECs from CS-exposed mice, similar to what was seen in LECs exposed to thrombin *in vitro* (Figure 4C). 

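Tfpi (ENSMUSG00000027082) lies on chromosome 2 of GRCm38 from 84432855 to 84476775 on the minus strand. It was counted at 129 ± 15.6 CPM (SD, n = 2) in acute RA and 113 ± 14.4 CPM (SD, n = 2) in acute CS. The acute CS libraries, at 103 CPM in F and 124 CPM in M, overlapped the acute RA libraries, at 118 CPM in F and 140 CPM in M. The log2 fold change of -0.18 was about as large as its standard error of 0.17 (edgeR's adjusted p = 0.729). After chronic CS Tfpi was at 106 ± 13.7 CPM (SD, n = 5) against 142 ± 7.91 CPM (SD, n = 3) in chronic RA, a log2 fold change of -0.43 (standard error 0.12, edgeR's adjusted p = 0.312). All 5 chronic CS libraries, from 88.8 to 123 CPM, lay below all 3 chronic RA libraries, from 135 to 151 CPM (exact permutation test, two-sided p = 0.0357, the smallest that this design allows). The chronic log2 fold change was negative in every setting tried, and its adjusted p was 0.0613 with DESeq2, the lowest of them. The difference between the acute and chronic effects was 0.25 (standard error 0.21, edgeR's adjusted p = 0.727).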

Immunohistochemistry of lung tissue from mice exposed to CS for 8 weeks showed increased staining of VCAM-1 on the lymphatic vessels compared to room air control mice (Figures 5A–C). Thus, *in vivo* transcriptomic analysis supports our *in vitro* data and suggests that LECs in CS-exposed mice undergo transcriptional changes that may result from the effects of CS-induced thrombin in the lung lymphatic vasculature. 

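Genes of coagulation and fibrinolysis were examined in the same libraries, among them that of PAR-1, which the paper measured in cultured LECs. Thbd (ENSMUSG00000074743, chromosome 2 of GRCm38, 148404466 to 148408188), which encodes the thrombin receptor thrombomodulin, rose from 548 ± 1.34 to 1491 ± 449 CPM (SD, n = 2 each) after acute CS. Its log2 fold change was 1.44 (standard error 0.25, edgeR's adjusted p = 0.0117). The call was lost when only the acute groups were fitted (0.0979) and with libraries of the same sex and number as blocks. After chronic CS Thbd was at 670 ± 96.6 CPM (SD, n = 5) against 464 ± 102 CPM (SD, n = 3), a log2 fold change of 0.53 (standard error 0.18, edgeR's adjusted p = 0.367). F2r, the gene of the thrombin receptor PAR-1, lies on chromosome 13 from 95601803 to 95618487. It had a log2 fold change of -0.35 after acute CS (standard error 0.44, edgeR's adjusted p = 0.825) and -0.49 after chronic CS (standard error 0.32, edgeR's adjusted p = 0.587). F3, the tissue factor gene, had 19.1 ± 3.49 against 2.07 ± 0.680 CPM (SD, n = 2 each) after acute CS, a log2 fold change of 3.20 (standard error 1.49, edgeR's adjusted p = 0.335). Its chronic log2 fold change was 2.16 (standard error 1.12), and with only M3 and M4 as chronic CS it was 3.17 (edgeR's adjusted p = 0.0345). The plasminogen activator genes moved apart after acute CS. Plat had a log2 fold change of 1.43 (edgeR's adjusted p = 0.0646) and Plau of -1.81 (edgeR's adjusted p = 0.0568), and both passed with DESeq2 (0.00408 and 0.00205) and without chronic CS M1 (0.0406 and 0.0307). Without acute CS F the acute change was 0.92 for Plat and -1.39 for Plau. After chronic CS their changes were 0.28 and 0.12. Procr, which encodes the endothelial protein C receptor, differed by less than the spread between libraries at both time points. After acute CS the blood endothelium marker list rose by a median of 3.02. RNA of other cells may thus contribute to the acute rises given here, and its share was not tested. From the expression in these LECs, the VCAM-1 staining of lymphatic vessels in CS-exposed mice and the data from cultured LECs, the paper proposes thrombin induced by CS as a possible origin of the changes.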

We studied publicly available single-cell RNA sequencing data of lung tissue obtained from the explanted lungs of patients with advanced COPD requiring lung transplant and control donor lungs (Sauler et al., 2022). Interestingly, we also found a relatively high level of expression of *Tfpi* in LECs, which was then decreased in LECs from COPD patients, identical to what we observed in LECs from CS-exposed mice (Supplementary Figure S2). The expression of many of the genes that we observed using RNA sequencing of isolated LECs from mice was not detected in LECs from this dataset of whole lung tissue, likely due to scarcity of LECs in the lungs making detection of these transcripts difficult without specific isolation of these cells. However, we did find an increased expression of *Mmp16* and *Pdgfb* in LECs from COPD patients compared to those from controls, though the expression of these genes was low.

**FIGURE 4:**
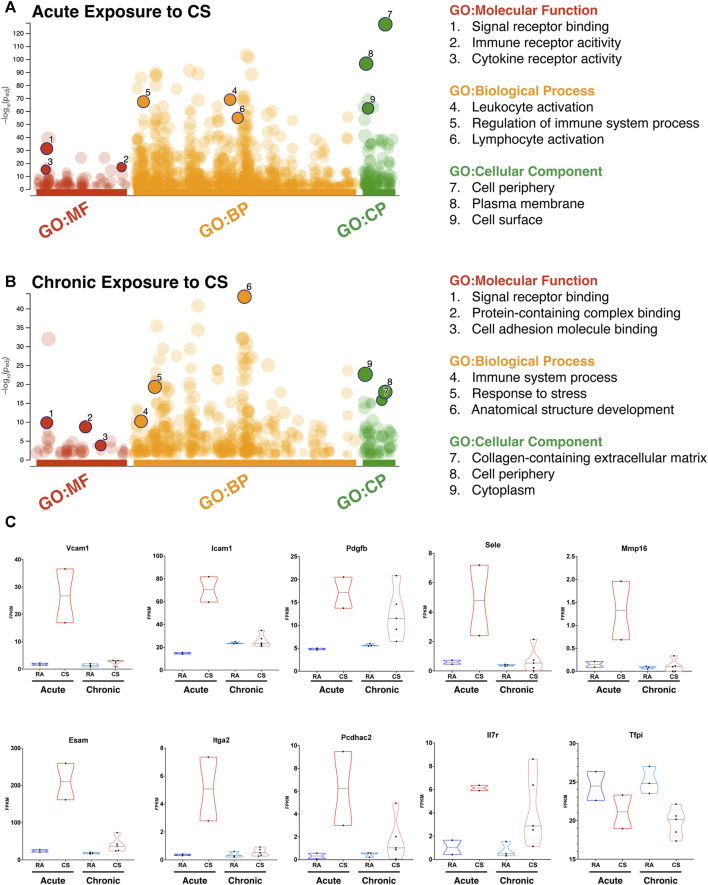
RNA sequencing of lung LECs of CS-exposed mice reveals prothrombotic and inflammatory transcriptional changes. **(A)** Gene set enrichment analysis using uniquely upregulated genes in LECs after acute exposure to CS, highlighting corresponding molecular pathways and components. **(B)** Gene set enrichment analysis using uniquely upregulated genes in LECs after chronic exposure to CS, highlighting corresponding molecular pathways and components. **(C)** Violin plots demonstrating the expression (FPKM) of select genes from leukocyte adhesion and inflammatory pathways between LECs after acute or chronic exposure to CS and their age-matched controls (RA).

**FIGURE 5:**
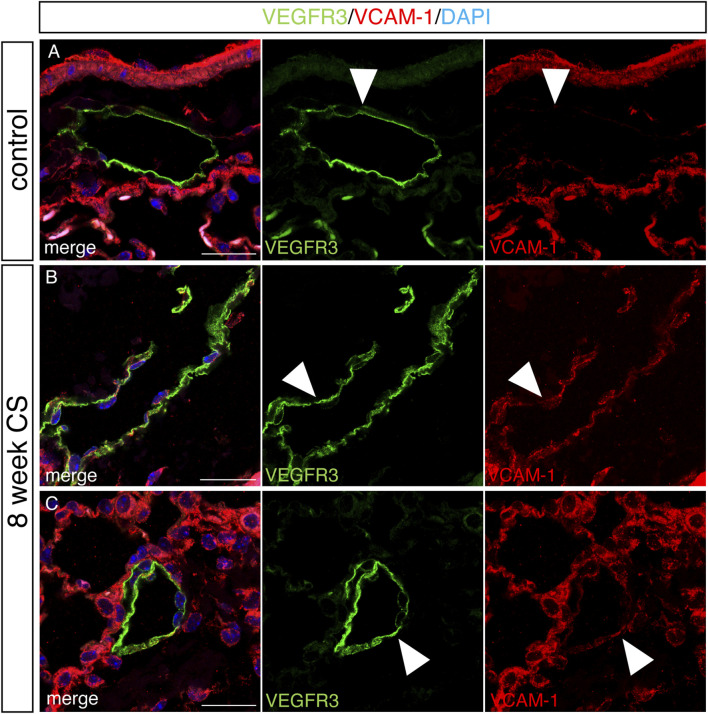
Increased staining for VCAM in lung lymphatics in a mouse model of COPD. Mice were exposed to full body CS for 8 weeks, and the lungs were harvested for immunohistochemical analysis. **(A–C)** Representative images of immunohistochemical staining of lung tissue for mouse lymphatic marker VEGFR3 (green), VCAM (red), and counterstained with DAPI in control mice **(A)** and mice exposed to CS for 8 weeks **(B,C)**. Lymphatics (green) and VCAM (red) are indicated by arrow heads. Scale bars = 25 μm. Representative images of lung tissue from n = 5 control and n = 5 CS-exposed mice.

### Increased staining for VCAM-1 and SMA associated with lung lymphatics from patients with end-stage COPD

We next sought to determine whether some of the changes we observed in lung LECs from mice were also present in the lymphatics from patients with COPD using immunohistochemical analysis on lung tissue samples from patients with end-stage COPD compared to lung tissue from control nonsmokers without lung disease. Staining for the human lymphatic marker podoplanin and VCAM-1 revealed a robust expression of VCAM-1 in the lymphatics in end-stage COPD patients that was not present in control lymphatics (Figures 6A–D). Interestingly, we also observed that VCAM-1 was more highly expressed throughout the lung tissue from COPD patients compared to controls, likely reflecting the known upregulation of VCAM-1 in the blood endothelium in COPD (Borek et al., 2023). We also investigated whether the expression of PDGFB was increased in lung lymphatics in COPD patients compared to controls, as this was seen in CS-exposed mice at acute and chronic exposure time points by RNA sequencing. Using immunohistochemistry, we found evidence of increased staining for PDGFB around the lymphatic vessels in the lungs of COPD patients (Figures 7E–H) compared to control patients (Figures 7A–D). This PDGFB staining was associated with the basement membrane and extracellular matrix of the lymphatic vessels, similar to previous reports (Wang et al., 2017) where PDGFB retention is necessary for its role in accessory cell recruitment to these vessels. Normal lung lymphatics have minimal smooth muscle cell (SMC) coverage, as opposed to lymphatics in other organs, and ectopic recruitment of SMC lymphatics is a marker of dysfunction in these vessels (Meinecke et al., 2012; Sweet et al., 2015; Reed et al., 2019). Interestingly, we found increased staining for smooth muscle actin-positive SMCs associated to the lung lymphatics in lung tissue from patients with COPD compared to controls (Figures 7I–P). Single-cell RNA sequencing data suggested that PDGFB is increased in the lungs in COPD, though LECs are likely not the major source (Supplementary Figure S2). These data suggest that increased PDGFB driven by LECs and other cell types may drive SMC recruitment to these vessels in COPD, though this has not been definitely shown.

**FIGURE 6:**
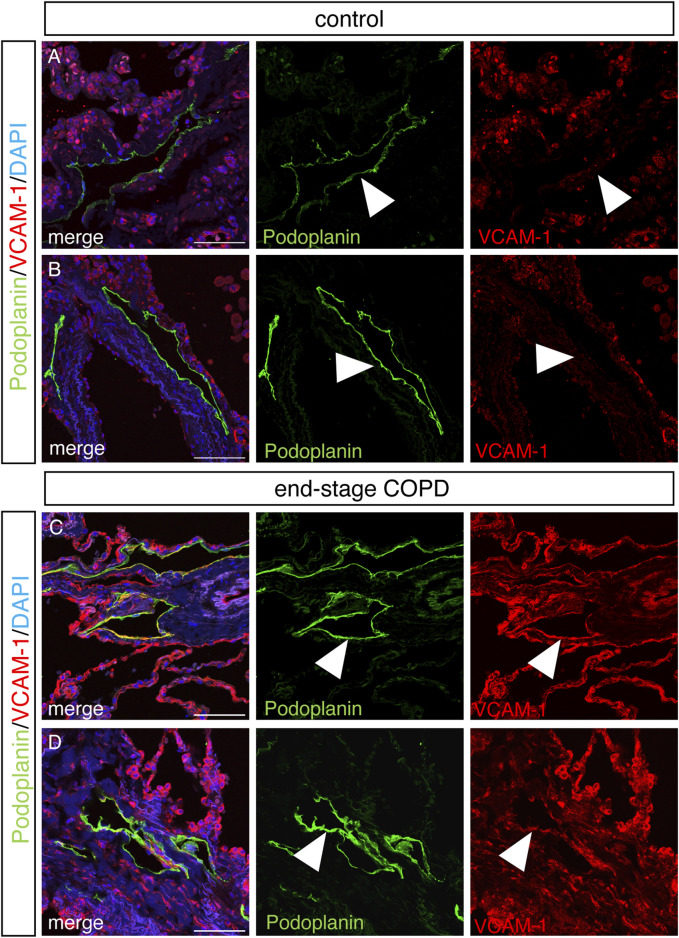
Increased staining for VCAM in lung lymphatics in end-stage COPD. Representative images of immunohistochemical staining of human lung tissue stained for VCAM (red) and podoplanin (green) from control **(A,B)** and end-stage COPD **(C,D)** patients and counterstained with DAPI. Lymphatics (green) and VCAM (red) are indicated by arrow heads. Scale bars = 25 μm. Representative images of n = 5 control and n = 10 end-stage COPD patients.

**FIGURE 7:**
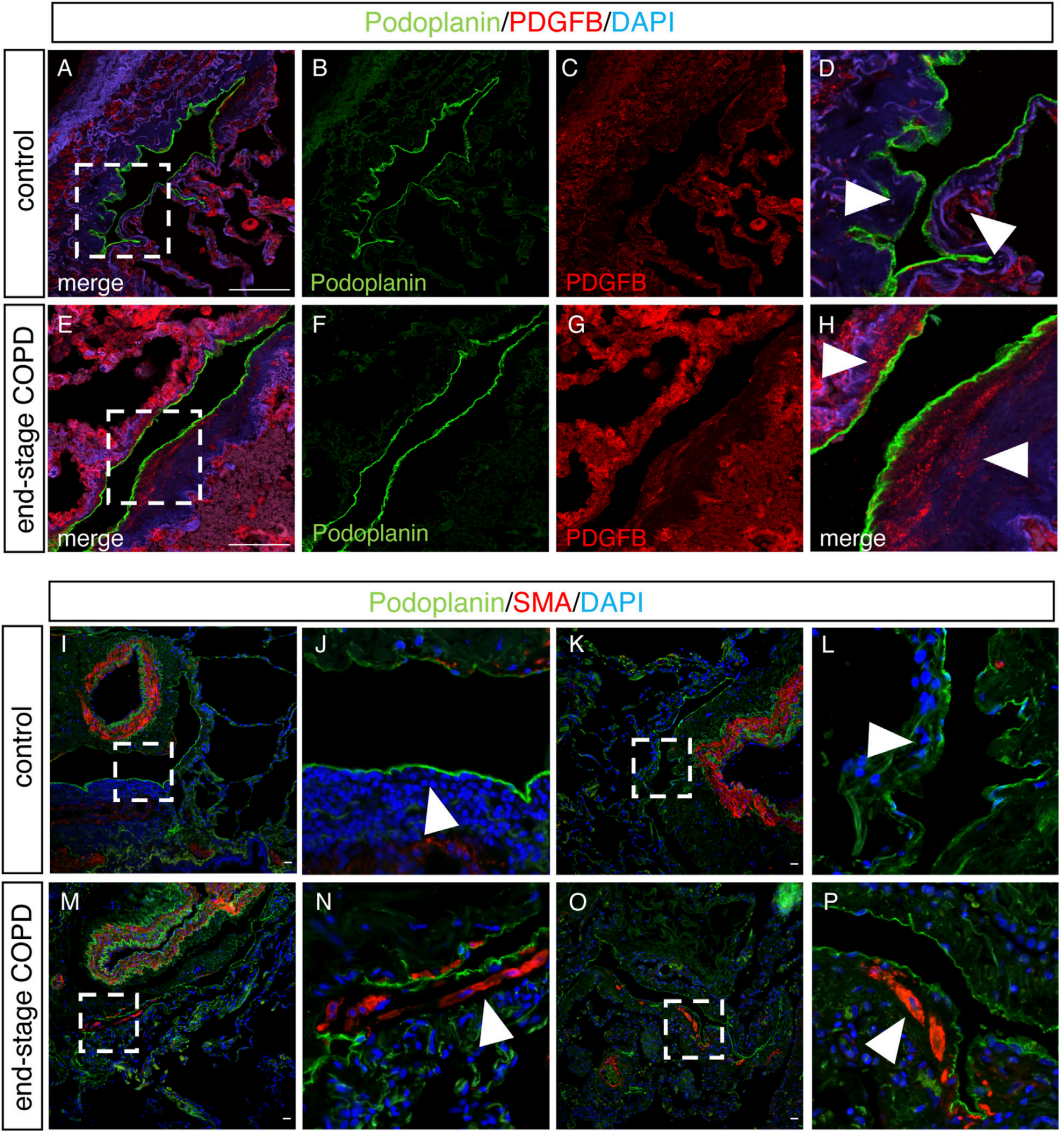
Upregulation of PDGFB and SMA on lung lymphatics in end-stage COPD. **(A–E)** Representative images of immunohistochemical staining of lung tissue from control or end-stage COPD for the human lymphatic markers podoplanin (green) and PDGFB (red). **(D,H)** Magnified image of the area indicated in images A and E, respectively. Arrowheads demonstrating the areas of the extracellular matrix around lymphatic vessels. **(I–P)** Representative immunohistochemical images of human lung tissue from control or end-stage COPD patients for the lymphatic markers podoplanin (green) and SMA (red). **(J,L)** Magnified image of the area indicated in I and K, with arrowheads indicating areas around lymphatic vessels. **(N,P)** Magnified image of the areas indicated in M and O, with arrowheads indicating the areas around lymphatic vessels. Scale bars = 25 μm. Representative images of n = 5 control and n = 10 end-stage COPD patients.

## Discussion

In this study, we build on our previous studies on mice and human tissue that found increased thrombin, lymphatic thrombosis, and impaired lymphatic flow in COPD and now explore the molecular signature of LECs exposed to CS and thrombin *in vitro* and *in vivo*. Using a cell culture system, we found that CS exposure led to decreased fibrinolytic activity in LECs, which was associated with an increased expression of the antifibrinolytic PAI-1. LECs exposed to thrombin had an increased expression of PAR-1, VCAM-1, and ICAM-1, as well as a decreased expression of TFPI. These *in vitro* findings were supported by RNA sequencing of LECs isolated from a mouse model of COPD, where we found decreased *Tfpi* and upregulation of the pathways of inflammation in these cells. Interestingly, analysis of single-cell RNA sequencing data from human end-stage COPD (Sauler et al., 2022) also demonstrated that LECs are a prominent source of TFPI in the lungs and that the expression of TFPI is decreased in LECs in COPD. As TFPI is the major inhibitor of thrombosis in both the blood and lymphatic endothelium (Undas et al., 2011; Lippi et al., 2012), decreased expression of TFPI in the setting of increased expression of PAR-1, VCAM-1, and ICAM-1 suggests a prothrombotic and inflammatory phenotype of LECs, driven by increased thrombin with CS exposure.

Thrombin is increased both systemically and in lung lymphatics after CS exposure and in COPD patients (Undas et al., 2011; van der Vorm et al., 2020; Summers et al., 2022). Our results suggest that increased thrombin after CS exposure may mediate changes in LECs that promote thrombosis and decrease lymphatic function. Many of the factors that we observed to be upregulated in LECs after CS exposure, including VCAM-1, ICAM-1, and PDGFB, have been shown to be downstream of thrombin signaling through the receptor PAR-1 in the blood endothelium (Minami et al., 2004). PAR-1 is the most prominent receptor for thrombin in endothelial cells in both mice and humans (O'Brien et al., 2000; Minami et al., 2004; Kataoka et al., 2003), and signaling through PAR-1 is a well-studied cause of blood endothelial dysfunction (Colotta et al., 1994; Rabiet et al., 1994; Rabiet et al., 1996; Kaplanski et al., 1998; Marin et al., 2001; Miho et al., 2005; Okada et al., 2006). PAR-1 polymorphisms have been implicated in the development of COPD (Yun and Sang, 2015) as well as protection from exacerbations (Plate et al., 2014). However, PAR-1 likely functions in a very cell type-specific and context-dependent manner, (Howell et al., 2005; Kaneider et al., 2007; Schouten et al., 2012; Aerts et al., 2013; Kager et al., 2014; Mercer et al., 2014). Future studies on whether and how thrombin signaling through PAR-1, specifically in LECs, affects lymphatic function and lung injury after CS exposure are warranted.

Immunohistochemistry of human tissue supported the findings of our *in vitro* and mouse model studies and revealed increased VCAM-1 and PDGF associated with lymphatics in COPD patients compared to control patients. Increases in these markers correlate with vascular dysfunction and a prothrombotic state in the blood endothelium in COPD (Cella et al., 2001; Moro et al., 2008). Our results suggest that a similar pattern of injury occurs in the lymphatic endothelium, where we have seen decreased drainage and thrombosis after CS exposure (Summers et al., 2022). Furthermore, PDGFB is associated with remodeling and lymphatic dysfunction (Petrova et al., 2004; Tammela et al., 2007; Meinecke et al., 2012; Wang et al., 2017; Folestad et al., 2018), and aberrant recruitment of SMCs to the lung lymphatics is a marker of dysfunction, as there are typically minimal SMA^+^ cells around lung lymphatics in contrast to lymphatics of other organs (Meinecke et al., 2012; Kretschmer et al., 2013; Reed et al., 2019). While these immunohistochemical data are notably limited by not being quantitative, they agree to some extent with transcriptional data from single-cell sequencing, and the expression patterns we observed are supported by our *in vitro* data and our analysis of LECs in mice. Importantly, though they play a pivotal role in lung homeostasis, LECs are a relatively rare cell population (∼0.2% of total lung cells in both the mouse and humans). Therefore, even single-cell RNA sequencing of whole lungs may fail to capture important transcriptional changes in these cells, compared to an analysis of an isolated LECs, as we have done here in CS-exposed mice. Given that we and others have clarified the lung-specific markers of LECs (Baluk and McDonald, 2008; Reed et al., 2019), sorting of these cells to generate an enriched population for downstream analysis is warranted and likely to uncover novel insights into how changes in these cells may play a role in disease pathogenesis.

The expression of adhesion molecules such as VCAM-1 and ICAM-1 on the lymphatic endothelium is important for leukocyte migration in collecting lymphatic vessels in the settings of inflammation (Johnson et al., 2006; Arasa et al., 2021). We have previously shown decreased lymphatic drainage and leukocyte trafficking after CS exposure; therefore, further studies should elucidate whether there are lung-specific roles for VCAM-1 and other adhesion molecules in lymphatic function after CS exposure. 

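Whether the effect of CS differed between the time points was tested as an interaction, the acute minus the chronic log2 fold change, in the fit of all 12 libraries. The difference passed at an adjusted p under 0.05 for 97 of 21440 genes, 86 with a positive and 11 with a negative difference. The acute effect was the larger in size for 95 of the 97. The 86 genes had a median log2 fold change of 2.28 after acute CS and -0.079 after chronic CS. For Icam1 the difference was 2.27 (standard error 0.32, edgeR's adjusted p = 0.0333). Vcam1 had a difference of 3.18 (standard error 0.76) that did not pass, with edgeR's adjusted p = 0.103, and Esam one of 2.10 (standard error 0.54, edgeR's adjusted p = 0.127). The differences for Pdgfb, 0.84 (standard error 0.50), and Sele, 2.23 (standard error 1.57), did not pass either, with edgeR's adjusted p = 0.574 and 0.660. Clec14a had one of the smallest p-values, with a difference of 2.73 (standard error 0.31, edgeR's adjusted p = 0.0142). The marker gene Prox1, which fell after acute CS only, had a difference of -1.09 (standard error 0.19, edgeR's adjusted p = 0.0406). The number of genes rested on single libraries: it was 0 without chronic RA M2, 1 without chronic RA F, 8 without chronic RA M1 and 8 without chronic CS M4. In the full fit 2548 genes had an unadjusted p under 0.05. The number past the adjusted level was 916 with DESeq2, 21 with sex as a covariate and 0 with libraries of the same sex and number as blocks. Acute libraries were pooled from several mice and were deeper than most chronic libraries, so the time point cannot be separated from pooling in these data.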

Importantly, we observed that CS exposure induced significant inflammatory changes in the transcriptome of LECs at both acute and chronic exposure time points, but these changes were most profound at the 8-week time point. This temporal regulation of gene expression likely reflects the acute and adaptive responses of the lymphatic endothelium to inflammation, as opposed to the secondary changes as a result of lung parenchymal injury, which typically does not occur until after 6 months of CS exposure in this model (Vlahos and Bozinovski, 2014; De Cunto et al., 2018; Summers et al., 2022). Lymphatic dysfunction causes increased inflammation that promotes lung injury and inflammation in COPD (Mori et al., 2013b; Reed et al., 2019; Summers et al., 2022). The results shown here suggest that direct effects of CS and thrombin on the lymphatic endothelium may promote decreased lymphatic drainage, decreased leukocyte trafficking, and thrombosis that are seen after CS exposure in mouse models and human tissue. The lymphatic vasculature may be susceptible to inflammatory changes in the lungs after CS exposure that occur prior to tissue remodeling and, therefore, represent an attractive target for novel therapeutic interventions that could affect the disease trajectory.

Taken together, our data suggest that lymphatic dysfunction in COPD is characterized by the effects of CS and increased thrombin on the lymphatic endothelium, though the mechanism for this remains to be determined. Future studies should be undertaken to understand how lymphatic dysfunction in COPD may drive tissue injury and disease pathogenesis.

## Methods

### Mouse cigarette smoke exposure model

*Prox1-EGFP* mice have been previously described (Choi et al., 2011). C57Bl/6 or *Prox1-EGFP* mice were exposed to cigarette smoke for 8 weeks (acute) or ≥24 weeks [using a whole-body exposure system (TE-10) (supplied by Teague Enterprises)] with 3R4F composition cigarettes (University of Kentucky Center for Tobacco Reference Products). Mice were exposed to CS (∼150 mg/m^3^) 5 days a week for abovementioned time points. Control mice exposed to room air alone were age-matched and identically housed in the same room and on the same rack. Mice were housed in the Weill Cornell animal facility in 12/12 h light/dark cycles with *ad libitum* access to water and food. At the respective time points, CS-exposed C57Bl/6 mice or *Prox1-EGFP* mice and age-matched room air control mice were identically housed in the animal facility. We used both male and female mice in our experimental and control groups.

### *In vitro* cell culture system

Human lung microvascular lymphatic endothelial cells (Lonza) were cultured in EGM-2 media with a EGM-2 Endothelial Cell Growth Medium-2 BulletKit (Lonza, CC-3162) at 37°C and 5% CO_2_ to ensure confluence and then plated at a density of 187,000 cells per well. The cells were then starved in EGM-2 without added supplemental growth factors or serum. For cells treated with cigarette smoke extract (CSE) alone, 2% CSE in DMEM was then added to EGM-2 media without supplemental growth factors overnight. For cells treated with CSE and thrombin, 2% CSE was added to cells initially for 6 h. After 6 h, 1U/μL thrombin (Sigma, T4393) was added to the wells for 10 min. All the wells were then washed with serum-free media, and media with 2% CSE was again added to cells and incubated overnight. Cells treated with thrombin alone were treated for 10 min, washed two times in serum-free media, and incubated overnight. After overnight incubation for all wells, cell lysates and supernatants were collected using RIPA and protease inhibitors the next morning for protein and RNA isolation. For co-incubation with N-acetylcysteine (NAC), LECs were cultured and plated as discussed above. All the wells were washed with EGM-2 media without added supplemental growth factors or serum. The control cells were left in serum-free media overnight. For cells treated with CSE alone, 2% CSE in serum-free media was then added and incubated overnight. For cells treated with CSE and NAC, a freshly prepared 5 µM NAC solution (Sigma, A9165) in serum-free media was added to the wells for 2 h. CSE (2%) in serum-free media was then added to these wells and incubated overnight. After overnight incubation for all wells, cell lysates and supernatants were collected using RIPA and protease inhibitors the next morning for protein and RNA isolation.

### Fibrin zymography

Zymography was performed using modifications of previously described protocols (Kim et al., 1998; Choi and Kim, 2000). The supernatants obtained from both untreated (control) and 2% CSE-treated LECs were run on a 12% SDS-PAGE gel containing thrombin and fibrinogen, with tissue plasminogen activator (tPA) run as a positive control for fibrinolysis within the gel. The gel was washed in Triton-X and incubated overnight at 37° in a CaCl_2_-containing Tris-HCL buffer. Staining was performed with Coomassie Blue, and the gel was de-stained in methanol and acetic acid to reveal areas of fibrin cleavage.

### Western blotting

Western blotting was performed according to the standard protocols and probed with PAI-1 (R&D Systems, MAB1786), TFPI (Abcam, ab180619), PAR-1 (Sigma, sab4500823), VCAM1 (Novus, NBP2-29413), ICAM1 (Novus, NBP2-67518), and GAPDH (Santa Cruz Biotechnology, SC365062). Blots were imaged using a Konica Minolta SRX-101A Medical film processor and quantified with ImageJ software. The scanned Western blot images were imported into the ImageJ software. Regions of interest (ROIs) were defined around the bands corresponding to the protein of interest and the reference protein, GAPDH, by selecting the “rectangle tool.” Densitometric analysis was then conducted with the ImageJ using the “measure” option to quantify the intensities of these bands. The obtained target protein intensities were then normalized to the corresponding GAPDH bands, which served as an internal control.

### Quantitative PCR

Cell lysates from HMVLECs were harvested and homogenized for RNA isolation. Total RNA from cell lysates was isolated using an RNEasy Kit (Qiagen). cDNA was made according to the manufacturer’s instructions using the Superscript III First-Strand Synthesis System (Invitrogen). For qPCR reactions, cDNA was diluted at a ratio of 1:5. Each qPCR reaction was performed in triplicate. Analysis of gene expression was performed using SYBR Green PCR Master Mix (Applied Biosystems) and Quant Studio 6 Real-Time PCR System. qPCR gene expression analysis was carried out using the comparative Ct method (ΔCT) using GAPDH as the reference housekeeping gene.

### Lymphatic endothelial cell isolation for flow cytometry and bulk RNA sequencing

For isolation of lung LECs, *Prox1-EGFP* reporter mice, in which all LECs are labeled with GFP, were injected with Alexa Fluor 647-conjugated isolectin (Invitrogen) for 12 min just prior to sacrifice. The lungs were then harvested and digested using collagenase and dispase in HBSS to generate a single-cell suspension for FACS, with additional staining using antibodies for CD31 (BioLegend 102418), lineage cocktail (BioLegend 133311), and EpCAM (BioLegend 118225). LECs were sorted using positive selection for GFP and CD31. Negative selection for EpCAM and a hematopoietic lineage marker cocktail was also performed. Total RNA from the LECs was isolated using a Qiagen RNeasy Mini Kit. For bulk RNA sequencing of LECs, at least 20 ng of total RNA from freshly harvested LECs was used for each replicate. For the 8-week CS time point, LECs were pooled from mice of the same experimental condition (n = 2–5) to have sufficient cell numbers and RNA quantity for analysis. Samples from the chronic CS exposure time points were not pooled. Libraries were prepared using the SMART-Seq v4 kit (Takara Bio), and bulk RNA sequencing was performed using Illumina NovaSeq 6000. Sample files were checked for sequence quality (FastQC v 0.11.9) and processed using the Digital Expression Explorer 2 (DEE2) (Ziemann et al., 2019) workflow. Adapter trimming was performed with Skewer (v0.2.2) (Jiang et al., 2014). Further quality control was carried out with Minion, part of the Kraken package (Davis et al., 2013). The resultant filtered reads were mapped to the mouse reference genome GRCm38/mm10 using the STAR aligner (Dobin et al., 2013) and gene-wise expression counts generated using the “-quantMode GeneCounts” parameter. After further filtering and quality control, the R package edgeR (Robinson et al., 2010) was used to calculate TMM normalization factors. FPKM and Log2 counts per million (CPM) matrices were quantified using these factors to normalize for library size. Principal component analysis and Pearson correlation values were quantified with the resulting Log2 CPM values. Gene enrichment analysis was run using g:profiler (Liao et al., 2019). Volcano plots were generated using the EnhancedVolcano R library (Blighe, K., *Rana*, S., and Lewis, M., 2018, https://github.com/kevinblighe/EnhancedVolcano).

### Human lung tissue

Slides of de-identified human lung tissue from patients with end-stage COPD or nonsmokers were collected and banked at Washington University School of Medicine under approved protocols, prior to use for immunohistochemical staining. COPD lung tissues (n = 10) were collected at the time of lung transplantation (WU IRB 201103213), and nonsmoker control tissues were collected from decedents that were not usable for lung transplantation at the Mid-America Transplant Organ Procurement Organization (n = 5) in St. Louis, Missouri. Lung tissues were formalin-fixed and paraffin-embedded in blocks. Fresh slides were cut prior to staining. Data mining of human single-cell RNA sequencing was performed by studying the publicly available data set generated by Sauler et al. (2022) (https://copdcellatlas.com) using the gene explorer and multi-gene query tools.

### Immunohistochemistry

Mice were sacrificed with CO_2_ exposure, and prior to harvest, the lungs were inflated with 4% PFA at a constant pressure of 25 cm H_2_O. The lungs were fixed in 4% PFA overnight at 4°. The lung tissue was then dehydrated by immersing it in a series of ethanol solutions of increasing concentrations and embedded in paraffin for sectioning. Six-micrometer sections were immunostained with antibodies for VEGFR3 (R&D Systems, AF743) and VCAM (Abcam, ab134047). Human lung tissue was stained with antibodies for podoplanin (D240, BioLegend, 75782-960) and VCAM (Abcam, ab134047) overnight at 4°. After washing, the slides were incubated with Alexa Fluor-conjugated secondary antibodies for 1 h at room temperature. Slides were treated with DAPI-containing Vectashield that was used on the tissue sections, and a cover slip was applied. Secondary antibodies alone were used on the negative control slides to check for autofluorescence of lung tissue. Immunofluorescence was performed either using a Nikon Eclipse microscope and NIS Elements software or a Zeiss SP8 confocal microscope and Leica software. Image analysis was performed using ImageJ.

### Statistics

Data are expressed as the mean ± SD. Statistical significance was determined by unpaired, 2-tailed Student’s t-test or ANOVA using GraphPad Prism software. *p* values of less than 0.05 were considered statistically significant.

### Study approval

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of Weill Cornell Medicine and performed in accordance with relevant guidelines and regulations.

## Data Availability

The authors acknowledge that the data presented in this study must be deposited and made publicly available in an acceptable repository, prior to publication. Frontiers cannot accept a manuscript that does not adhere to our open data policies. The data presented in the study are deposited in the GEO repository, accession number GSE255250.

# Supplementary material for: Lung lymphatic endothelial cells undergo inflammatory and prothrombotic changes in a model of chronic obstructive pulmonary disease
**Source:** Front Cell Dev Biol. 2024 Feb 19;12:1344070. doi: 10.3389/fcell.2024.1344070
**Supplement:** Supplementary file 1

Supplemental Figure 1

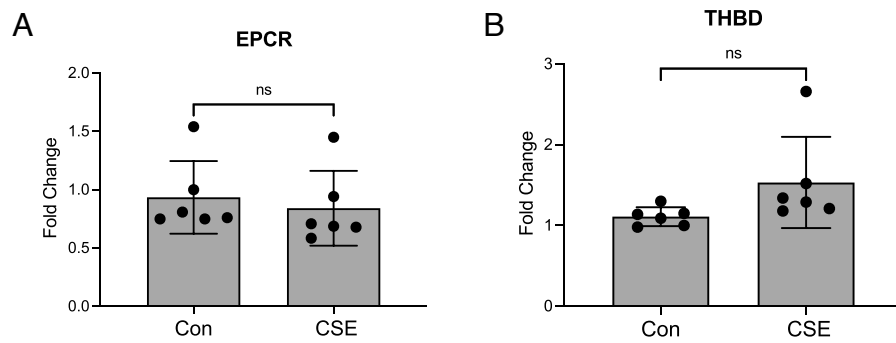

Supplemental Figure 2

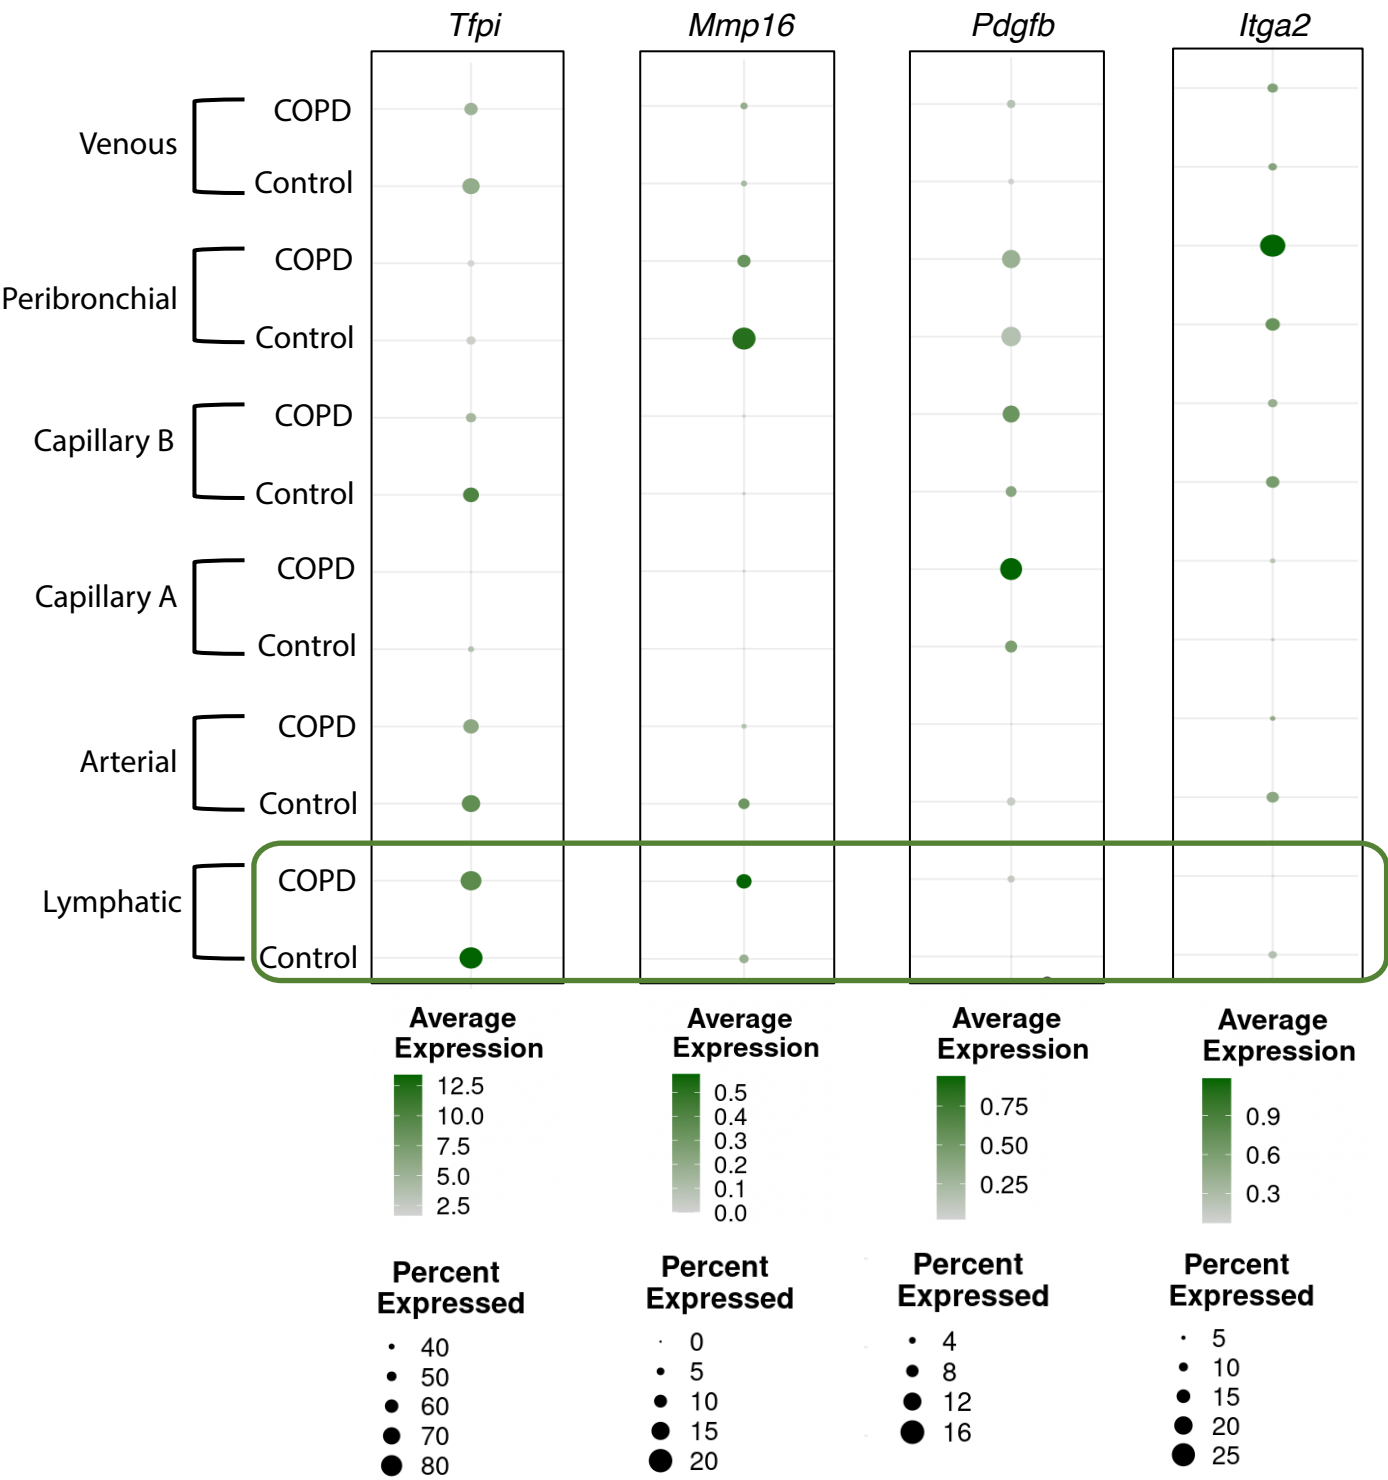

**Supplemental Figure 1:** Expression of EPCR (A) and THBD (B) by quantitative PCR using lysates from control or CSE-treated LECs and normalized to GAPDH. Values are expressed as means  $\pm$  SD. P value calculated by Student's t test, ns = not significant. Data representative of 2 independent experiments performed in triplicate.

**Supplemental Figure 2:** Dot plot for gene expression from single cell RNA sequencing in endothelial cell subsets from COPD and control donor lungs. Dot size reflects the percentage of cells with gene expression, color corresponds to the magnitude of gene expression. Plots generated using online datamining tools from Sauler and McDonough et al, *Nature Communications* (2022) 13:494 (33) and <http://copdatlas.com>.

How the deposited data were processed for this re-analysis (not part of the article)

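The study sequenced RNA of LECs sorted from the lungs of Prox1-EGFP mice, in 2 acute CS, 2 acute RA, 5 chronic CS and 3 chronic RA libraries. Acute exposure lasted 8 weeks and chronic exposure 24 weeks or more, as the paper gives them. The deposited values are read counts per Ensembl gene, which the authors made by trimming with Skewer, quality control with Minion and alignment to GRCm38 with STAR, without normalization. The paper names the GeneCounts mode of STAR for the counting. The annotation release and the strand setting are not stated, and for reads that map to several places no rule beyond that mode is given. Conditions, sex and number were taken from the labels and the paper.

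Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Gene names, positions and exon lengths come from GENCODE M21. Of the identifiers, 147 were not found there and held at most 0.011% of a library's counts. The filter by expression of edgeR left 21440 genes. All 12 libraries were fitted together by group with TMM factors and the quasi-likelihood F-test. The comparisons were acute CS against acute RA, chronic CS against chronic RA, chronic RA against acute RA, and the acute minus the chronic effect. Adjusted p-values from edgeR, limma and DESeq2 follow Benjamini and Hochberg, with a limit of 0.05. The limits of the paper's figures were an unadjusted p of 0.005 with a log2 fold change of 1 (Fig. 3D and 3E), and a log2 fold change of 1 with a mean log2 CPM of 1 (Fig. 3C). For log2 CPM of single libraries a prior count of 2 was added. Values of FPKM were computed from the union of a gene's exons.

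Gene lists were tested with limma's camera at a correlation of 0.01, as 6 tests of pathway lists (leukocyte adhesion and migration, chemokines and inflammation, extracellular matrix) and 16 tests of cell type lists. The cell type lists were alveolar epithelium, alveolar macrophage, blood endothelium, erythroid cell, leukocyte, lymphatic endothelium, lymphoid cell and mesenchyme. All lists were written by hand, since the pathway terms of g:profiler used by the authors were not used here. Values of single libraries were compared with exact two-sided permutation tests, which cannot go below 0.333 for the acute comparison, 0.0357 for the chronic comparison and 0.2 for the room air controls.

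The genes named are those that the paper names in its text or in Fig. 3 and 4, the 5 genes per direction with the smallest p among genes past the adjusted limit whose groups do not overlap, the genes of the cell type lists, the sex genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and Plat, Plau, Thbd, Procr, F2r and F3. One further gene set by this rule is not reported here. Alternatives for a named gene were computed only in the comparison it is named for: acute for the genes of Fig. 3D and the genes with the smallest p, chronic for those of Fig. 3E, and both for the others. The sample groups, the tests of genes and gene lists, the lists, this rule and the alternatives were set before the data were examined. Most tests of explanations were written later, for patterns found in the data, and the closing part names those chosen after their result was seen. Trim12a, Trim5, Trim30d and Trim12c are named outside the rule, because of their counts.

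Total counts ranged from 18821438 in chronic CS F to 56998590 in acute RA F. A floor of 3 counts corresponds to 0.158 CPM in the former and 0.0507 CPM in the latter, and covers counting error only. The method was tested on simulated counts with the depths of these libraries, in which 200 genes per comparison were drawn as changed. Their log2 fold changes were 1 or 2 in either direction. Genes were drawn independently, each with the same spread in all groups. In the real libraries the median root mean square difference in log2 CPM was 1.59 within chronic CS and 1.08 within chronic RA. The simulated rates may therefore not hold for the chronic comparison. Of those that passed the filter, edgeR called 44 of 191 (23.0%) in the acute and 73 of 195 (37.4%) in the chronic comparison, with 2 and 5 unchanged genes called. DESeq2 called 79 and 96 of them, with 63 and 64 unchanged genes called, and 32 genes between the room air controls, where none was changed.

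The alternatives were DESeq2, library size in place of TMM, no filter on low counts, only the groups compared, sex as a covariate, blocks of libraries with the same sex and number, robust estimation in edgeR, leaving out each library, chronic CS F, M1 and M2 only or M3 and M4 only, the limits of the paper's figures, camera with an estimated correlation, fry, lists without the genes the paper names, and Reactome pathways from fgsea in place of the lists. Results for the 56 splits of the 8 chronic libraries into groups of 5 and 3 were also computed. Cultured cells, tissue staining and the human data of the paper were not analysed here.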

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

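The tests of a lower share of LECs, of Y chromosome genes and of the paralog Trim12c were chosen only after the result was seen.

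Markers of other cell types, which the paper does not report on, were higher after CS. The median log2 fold change after acute CS was 3.94 for alveolar macrophages, 3.54 for leukocytes, 3.51 for lymphoid cells, 3.02 for blood endothelium and 2.30 for mesenchyme. After chronic CS it was 2.46 for alveolar epithelium, 1.83 for alveolar macrophages, 1.59 for mesenchyme, 0.94 for blood endothelium and 0.82 for leukocytes. In room air, genes above 10 CPM numbered 4 of 11 for alveolar macrophages, 7 of 8 for leukocytes, 1 of 10 for lymphoid cells, 10 of 12 for blood endothelium, 6 of 11 for mesenchyme and 6 of 10 for alveolar epithelium. The mesenchyme list shares 4 genes with other lists and the lymphoid list 1. A lower share of LECs, with the other cells mixed as in room air, would raise all of these lists alike. By mean log2 CPM against acute RA, the most and least changed of these and the erythroid list lay at least 5.37 apart within each acute CS library, against 1.24 between the acute RA libraries, which argues against that explanation alone. After chronic CS, the alveolar epithelium list minus the lymphoid list was 4.29 ± 0.953 (SD, n = 5) against 1.81 ± 0.758 (SD, n = 3) in chronic RA (exact permutation test, two-sided p = 0.0357), which argues against it as well. A change in which other cells were carried along stays open, as does a change of expression in the LECs. The biological difference was not tested.

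Genes that Fig. 3D labels as upregulated after acute CS may come in part from alveolar macrophages. The macrophage list, which holds none of them, rose by a median of 3.94, near the 4.68 of the labelled genes. Its most abundant genes in acute CS reached 4346 and 1696 CPM (Lyz2) and 1314 and 1355 CPM (Chil3), while Mrc1 was lower after acute CS. Higher expression of these genes in LECs was not tested and stays open.

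The adhesion genes higher after acute CS may come in part from blood endothelial cells. That list rose by a median of 3.02 (1.93 without acute CS F), against 3.56 for Vcam1, Sele, Esam and Vwf, the genes named for this test, and 2.30 for Icam1, and lymphatic markers fell by 0.92. Its most abundant gene, Plvap, lay at 2719 and 3006 CPM in acute CS and 2127 and 3053 CPM in acute RA, and the next, Tmem100, at 1337 and 625 CPM against 113 and 69.2 CPM. Within acute CS, Vcam1 was at 150 CPM in F and 315 CPM in M while the list rose by 3.61 in F and 1.93 in M, but an order of single libraries excludes nothing. Induction of Vcam1 in LECs stays open and was not tested.

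The effect of CS differed between the time points for 97 genes, by a test of the difference. Among the genes the paper names, the acute minus chronic log2 fold change was 2.27 for Icam1, 3.51 for Rac2, 4.15 for Sash3, 3.94 for Cd69, 3.04 for Jam2, 3.84 for Otulinl and 3.596 for Vwf. The number was 0 without chronic RA M2, 1 without chronic RA F and 8 without chronic RA M1 or without chronic CS M4. It was 29 without chronic CS F, 46 without chronic CS M1 and 0 with libraries of the same sex and number as blocks. Acute libraries were pools of mice and chronic libraries were not, so the length of exposure and pooling cannot be told apart in this design. RNA of other cells may take part in the difference, as the macrophage list rose by 3.94 after acute CS and 1.83 after chronic CS. An adaptation over time is a biological difference that was not tested.

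For Vcam1 in chronic CS, library F lay apart from the other 4, at 6.67 CPM, with a Dixon ratio of 0.722 on log2 CPM against a critical value of 0.71. This was 1 of 26 values tested, where chance gives 1.3. No explanation was tested.

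The acute CS library labelled F held Y chromosome RNA. Ddx3y, Eif2s3y, Kdm5d and Uty had 858, 944, 289 and 110 counts, together 16.6% of the mean of the 8 male libraries. The other 3 libraries labelled F lay at or below 0.376 CPM. RNA from male mice in this pool is a candidate explanation: all of the genes are present, although Uty, at 7.35%, lies lower than the others, at 16.5% to 19.6%, and Xist was at 93.1 CPM. Transfer from the acute CS library labelled M is argued against by 2 abundant genes of that library, Hba-a1 and Hbb-bs, at 1.33% and 1.41% of its level where the Y genes give 18.3%. Whether males were pooled into this library was not tested otherwise.

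Trim12a had at most 12 counts in an acute library and at least 1009 in a chronic library, in both RA and CS. Its neighbours Trim5 (8 to 14 against 99 to 268 counts) and Trim30d (0 to 4 against 48 to 875 counts) on chromosome 7 had the same direction, and the paralog Trim12c the opposite one (1307 to 3167 against 547 to 1311 counts). Between the room air controls the log2 differences were 8.52, 4.63, 9.08 and -1.16, with edgeR's adjusted p between 0.0693 and 0.215. Genes within 5 Mb had a room air p under 0.05 in 14 of 134 cases against 1445 of 20573 autosomal genes elsewhere (Fisher's exact test, two-sided p = 0.126), and a strain variant cannot be told apart from age, since any strain difference between the mice of the time points would coincide with their age. The sum of Trim12a and Trim12c was 49.97 ± 5.05 CPM (SD, n = 2) in acute RA and 70.1 ± 15.01 CPM (SD, n = 3) in chronic RA, a log2 ratio of 0.49. Reads shared between these paralogs cannot be told apart from a change of expression either, because gene counts do not show where shared reads went. Age stays open as an untested biological difference.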

How the results depend on the processing

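None of the alternatives below was chosen after the results were seen.

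With DESeq2 there were 1926 genes changed after acute CS, 524 after chronic CS, 253 between the room air controls, 916 that differed between acute and chronic exposure, and 197 changed at both time points, against 745, 0, 0, 97 and 0 with edgeR. In simulated data, where each gene had the same spread in all groups, DESeq2 called more unchanged genes than edgeR. Without a filter on low counts there were 10 genes after chronic CS, 6 between the room air controls, 191 that differed between exposures and 5 changed at both. With only the groups compared in the fit there were 139 genes after acute CS and 42 between the room air controls, and the chronic adhesion list passed (median 0.45). The interaction has no value in that setting. With sex as a covariate 21 genes differed between exposures. With library size only, the chronic log2 fold change of AA467197 changed sign to 0.000122.

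Blocks of libraries with the same sex and number gave 73 genes after acute CS and 0 that differed between exposures. The pairing had little basis in the data: residual correlations of libraries with the same label were 0.0693 in acute and between -0.0419 and 0.0342 in chronic libraries. Chronic log2 fold changes that changed sign with the block were -0.23 for Icam1, -0.73 for Sele, -0.27 for Mmp16, -2.44 for Il17re, 0.25 for Tmprss7, 0.51 for AA467197 and -0.28 for F3, and the chronic chemokine list (-0.078). Of the calls of named genes, 19 were not made with the block, among them those of Vcam1, Pdgfb and Thbd after acute CS. The chronic erythroid (-1.06) and leukocyte (0.47) lists did not pass. The room air comparison has no value with the block.

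With chronic CS F, M1 and M2 only, 1 gene was changed after chronic CS, and the matrix list (0.16) and erythroid list (-0.79) did not pass. The sign changed for Icam1 (-0.21), Il17re (-0.31), Tmprss7 (0.56) and AA467197 (0.50). With M3 and M4 only, 16 genes were changed, and the sign changed for Mmp16 (-0.74), Il17rb (0.64), Ankrd52 (-0.72), Kdm6b (-0.33), Casc4 (-1.84), Plau (-0.36), Procr (0.038), F2r (0.026) and the lymphoid list (-0.090).

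At the lines of Fig. 3D and 3E there were 166 genes after chronic CS, 110 between the room air controls, 500 that differed between exposures and 56 changed at both. By the limits of Fig. 3C, adding an unadjusted p under 0.005 left 729 genes after acute CS, 104 after chronic CS and 49 at both, and adding an adjusted p under 0.05 left 538, 0 and 0.

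With an estimated correlation, lists that no longer passed after acute CS were chemokines (median 1.26, adjusted p = 0.0539), matrix (0.79, 0.198), alveolar macrophage (3.94, 0.143), blood endothelium (3.02, 0.0723), leukocyte (3.54, 0.0572) and lymphatic endothelium (-0.92, 0.143), with limma's camera. After chronic CS these were matrix (0.23, 0.189), alveolar epithelium (2.46, 0.205), alveolar macrophage (1.83, 0.205), blood endothelium (0.94, 0.205), erythroid (-1.44, 0.339) and leukocyte (0.82, 0.205). With fry from limma, the matrix (adjusted p = 0.0584), alveolar epithelium (0.113), alveolar macrophage (0.113), blood endothelium (0.117), erythroid (0.199) and leukocyte (0.113) lists no longer passed after chronic CS. With Reactome pathways the chronic matrix list did not pass (0.055) and the chronic adhesion list did (0.19). Lists have no value with robust estimation.

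Leaving out one library gave 569 to 973 genes after acute CS, 0 to 4 after chronic CS, 0 to 2 between the room air controls, 0 to 135 that differed between exposures and 0 to 1 at both. For named genes, calls after acute CS were tested in 8 of the leave-one-out fits and calls after chronic CS in 12. By the limits of Fig. 3C there were 1361 to 1968 genes after acute CS, 682 to 969 after chronic CS and 416 (without acute CS F) to 752 at both. List medians after acute CS ranged from 0.96 to 2.13 for adhesion, 0.69 to 1.77 for chemokines and 0.74 to 1.01 for matrix, and for cell types from -1.84 to 2.99 (alveolar epithelium), 3.84 to 4.23 (alveolar macrophage), 1.93 to 3.59 (blood endothelium), -2.21 to 3.58 (erythroid), 3.18 to 3.90 (leukocyte), -1.26 to -0.53 (lymphatic), 3.46 to 3.72 (lymphoid) and 2.00 to 2.55 (mesenchyme). The lowest values of adhesion, chemokines, epithelium and blood endothelium were without acute CS F, and that of erythroid cells without acute CS M. After chronic CS they ranged from 0.15 to 0.48 for adhesion (passing only without chronic CS F), 0.078 to 0.17 for chemokines, 0.13 to 0.29 for matrix, -2.07 to -1.12 for erythroid cells (not passing without M3 or M4) and -0.25 to 0.56 for lymphoid cells, which were also below 0 without chronic RA M2 (-0.046) and chronic CS M1 (-0.18).

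Chronic log2 fold changes that changed sign without one library ranged from -0.089 to 0.30 for Plau, -1.24 to 0.094 for Il17rb, -0.085 to 0.70 for Casc4, -0.45 to 0.31 for AA467197, -0.63 to 0.66 for Mmp16, -0.064 to 1.13 for Sele, -0.24 to 0.013 for Il17ra, -0.11 to 0.12 for Icam1 and -1.51 to 0.13 for Tmprss7. Acute log2 fold changes that changed sign without acute CS F became -0.39 for Il17ra, -0.32 for Il17re and 0.016 for Procr. Of the log2 fold changes of named genes over all other settings, 598 were the same in direction and call, 29 lost and 27 gained a call and 20 changed sign. The cause of these shifts was not tested.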

Differences from the paper's values

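No test of a cause is given in this part, and none of its alternatives was chosen after the result was seen.

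By the limits of Fig. 3C, 815 genes were upregulated after chronic CS, against the paper's about 1700 in Fig. 3C, read by eye. None of the alternatives set before the data were examined closed the gap, the highest being 969 genes without chronic RA F. The other numbers of Fig. 3C lay within 1.5 times of the paper's, read by eye. They were 1817 genes against about 2000 after acute CS, and 625 against about 570 at both time points.

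The first dimension of the multidimensional scaling held 21.9% of the variance, against the paper's about 33% in Fig. 3B, read by eye. The value still differed with library size only (21.9%), without a filter (21.4%), without acute CS F (18.2%) and without acute CS M (21.2%), and came within 1.5 times of the paper's when any other single library was left out.

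The median of Pdgfb in acute RA was 3.25 FPKM, against the paper's about 5 in Fig. 4C, read by eye. With library size only (3.35) and without acute RA M (3.34) the values were within 1.5 times, and with DESeq2 (3.25) and without acute RA F (3.17) they were not. In chronic CS the median was 7.89 FPKM, against the paper's about 12 in Fig. 4C, read by eye. The gap closed without chronic CS F (8.07), M3 or M4 (8.74 each) and with F, M1 and M2 only (9.60). It did not close with library size only (7.98), DESeq2 (7.98), without M1 or M2 (7.21 each) or with M3 and M4 only (5.56). Over the 4 groups the ratio of the paper's median to that computed here was 1.42 to 1.54 for Pdgfb and 1.42 to 1.48 for Il7r, and 0.870 to 1.09 for the other 8 genes compared. For Pdgfb and Il7r the ratio is thus similar in all groups, so the gap is one of level and not of the change after CS. FPKM depends on the transcript length used, the lengths behind the paper's values are not given, and this was not tested.

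The paper states that the transcriptome was altered after chronic CS. Here 0 genes passed at an adjusted p under 0.05, and 2341 had an unadjusted p under 0.05. Settings that call genes are DESeq2 (524), no filter (10), M3 and M4 only (16), F, M1 and M2 only (1), the lines of Fig. 3E (166) and leaving out chronic CS F (4) or M1 (1). The paper states that many genes were altered at both time points, where 0 were called here and 195 of the genes higher after acute CS were higher after chronic CS with an unadjusted p under 0.05. Settings that call genes at both are DESeq2 (197), no filter (5), the lines of Fig. 3D and 3E (56) and leaving out chronic CS F (1). By the limits of Fig. 3C, whose legend gives no p limit, 625 genes were upregulated at both. This is near the paper's about 570 in Fig. 3C, read by eye.

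The paper states that Vcam1, Icam1, Esam and Sele were upregulated by CS. Here Sele passed at neither time point in any setting (log2 fold changes 3.03 and 0.80), and Vcam1 (0.78) and Icam1 (0.035) did not pass after chronic CS in any setting. Esam (1.06) passed after chronic CS with DESeq2 only. Of the further genes named as upregulated, Mmp16 (3.15 and 0.33) passed in no setting, Pdgfb passed after chronic CS (1.03) with DESeq2 only, and of the interleukin-17 receptor genes Il17rd passed after acute CS (1.78) with DESeq2 only. Il7r of Fig. 4C (2.61 and 2.36) passed with DESeq2 only. Pcdhac2 of Fig. 4C (4.30) passed after acute CS with DESeq2 only. The paper states that Tfpi was lower after CS, and its changes here (-0.18 and -0.43) passed in no setting.

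Of the genes labelled in Fig. 3D, 13 of 17 passed here, and Atp6v0d2, F7, Tmem154 and Krt79 did not. With only the groups compared all of the latter pass, with DESeq2 all but Krt79, and without a filter Atp6v0d2 and Krt79. Krt79 also passes without chronic RA F, Tmem154 without chronic CS M1 and Atp6v0d2 without chronic CS M3. Of the 13 genes labelled in Fig. 3E, 0 passed here, and 6 had an unadjusted p under 0.05. DESeq2 calls Pde5a, Mgp, Mal2 and Akap5, the fit without a filter Akap5, and M3 and M4 only Hapln1. Col1a1 of Fig. 3C passed after chronic CS (1.79) with DESeq2 only.

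The paper states that adhesion and inflammation pathways were upregulated at both time points. After chronic CS the adhesion list did not pass (0.32), except with only the groups compared, with a Reactome pathway and without chronic CS F, and the chemokine list (0.13) passed in no setting. The paper states that matrix pathways were upregulated after chronic CS in particular. Here the matrix list's median was larger after acute CS (0.79) than after chronic CS (0.23), and the difference was not tested. Camera's adjusted p was smaller after chronic CS (0.00266) than after acute CS (0.00676). The paper's enrichment in Fig. 4A and 4B used genes upregulated at a single time point. The list values given here are thus an unlike measure and do not decide on its statements.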

Other observations

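The counts for other splits of the libraries at the lines of Fig. 3E, with DESeq2 and by the limits of Fig. 3C were chosen only after the result was seen.

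The 8 chronic libraries can be split into groups of 5 and 3 in 56 ways. In edgeR the real split gave 0 genes past an adjusted p under 0.05 (2341 at an unadjusted p under 0.05), so that all 56 splits necessarily gave as many and their number decides nothing. Only 3 splits gave any gene. At the lines of Fig. 3E, 3 of the 56 splits gave as many genes as the real split, which gave 166, and with DESeq2 3 of the 56 splits gave as many as the real 524. By the limits of Fig. 3C, 1 of the 56 splits, the real one, gave as many as 815 genes, which argues against a random division as the source of that number. The split that sets chronic CS F, M1 and M2 against all other chronic libraries gave more than the real one, with 43 genes in edgeR, 278 at the lines and 1240 with DESeq2. These are the shallowest libraries and the names of their files, though not their labels, follow another style than those of M3 and M4. The paper gives no batches. Within each of these sets of chronic CS libraries, 1 gene (F, M1 and M2) and 16 genes (M3 and M4) differed from chronic RA. A split that crosses these sets, chronic CS M1, M2 and M3 against all other chronic libraries, gave 0 genes in edgeR. It gave 255 genes at the lines and 594 with DESeq2, which is also more than the real split. Mitochondrial genes held 0.553% to 0.777% of counts in chronic CS F, M1 and M2, and 0.307% to 0.344% in the other chronic libraries. A difference between batches may be one source of the spread within chronic CS. The set of F, M1 and M2 holds only CS libraries, so such a difference would also enter the comparison with chronic RA. An effect of CS on single genes stays open.

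For the lists after chronic CS, 1 of the 56 splits, the real one, gave as small a p for the matrix list, 16 of the 56 for the adhesion list and 29 of the 56 for the chemokine list. Random division is thus argued against for the matrix list and stays open for the others. A candidate explanation for the matrix list is RNA from mesenchymal cells: the mesenchyme list rose by a median of 1.59 after chronic CS and 2.30 after acute CS, more than the matrix list at either time point. Its most abundant genes in acute CS were Inmt, at 243 and 260 CPM, and Col3a1, at 196 and 287 CPM. The lists share 4 genes, and 4 genes of the matrix list are named by the paper. Expression of matrix genes by LECs stays open and was not tested.

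The marker lists moved differently in the acute CS libraries. In F the alveolar epithelium list lay 3.14 above acute RA and the erythroid list fell by 2.18, and in M they lay at -1.61 and 3.66. By mean log2 CPM against acute RA, the most and least changed of all lists of other cell types were at least 5.37 apart in each library. The cause may lie in the cells pooled for each library, and a difference between the mice was not tested.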
